# Nuanced role for dendritic cell intrinsic IRE1 RNase in the regulation of antitumor adaptive immunity

**DOI:** 10.3389/fimmu.2023.1209588

**Published:** 2023-06-06

**Authors:** Felipe Flores-Santibañez, Sofie Rennen, Dominique Fernández, Clint De Nolf, Evelien Van De Velde, Sandra Gaete González, Camila Fuentes, Carolina Moreno, Diego Figueroa, Álvaro Lladser, Takao Iwawaki, María Rosa Bono, Sophie Janssens, Fabiola Osorio

**Keywords:** dendritic cells, immunity, IRE1, melanoma, unfolded protein response, XBP1, cDC1, antitumor immune response

## Abstract

In cancer, activation of the IRE1/XBP1s axis of the unfolded protein response (UPR) promotes immunosuppression and tumor growth, by acting in cancer cells and tumor infiltrating immune cells. However, the role of IRE1/XBP1s in dendritic cells (DCs) in tumors, particularly in conventional type 1 DCs (cDC1s) which are cellular targets in immunotherapy, has not been fully elucidated. Here, we studied the role of IRE1/XBP1s in subcutaneous B16/B78 melanoma and MC38 tumors by generating loss-of-function models of IRE1 and/or XBP1s in DCs or in cDC1s. Data show that concomitant deletion of the RNase domain of IRE1 and XBP1s in DCs and cDC1s does not influence the kinetics of B16/B78 and MC38 tumor growth or the effector profile of tumor infiltrating T cells. A modest effect is observed in mice bearing single deletion of XBP1s in DCs, which showed slight acceleration of melanoma tumor growth and dysfunctional T cell responses, however, this effect was not recapitulated in animals lacking XBP1 only in cDC1s. Thus, evidence presented here argues against a general pro-tumorigenic role of the IRE1/XBP1s pathway in tumor associated DC subsets.

## 1 Introduction

Dendritic cells (DCs) are major coordinators of antitumor immunity. A crucial arm of this response relies on effective activation of tumor specific cytotoxic CD8^+^ T cells endowed with the ability to eliminate cancer cells. Such activation depends on type 1 conventional dendritic cells (cDC1), which excel in cross-presentation of tumor-associated antigens (1–3), secrete immunostimulatory factors (2, 4–7), and sustain long-term CD8^+^T cell antitumor immunity (8). Additional DC subsets such as type 2 DCs (cDC2s), and a novel DC activation state termed ‘DC3’ can also boost antitumor CD4^+^ and CD8^+^ T cell responses (7, 9–11). In contrast, additional myeloid cells present in the tumor microenvironment (TME), such as tumor associated macrophages (TAM) and monocyte derived cells (MdC) display more complex pro or antitumorigenic roles that depend on the immunosuppressive environment (12). However, the molecular mechanisms that dictate antitumor roles in the different subsets of tumor associated DC/myeloid cells have not been fully elucidated.

An emerging intracellular pathway regulating myeloid cell biology is the inositol-requiring enzyme 1 alpha (IRE1) branch of the unfolded protein response (UPR), which is a cellular response maintaining the fidelity of the cellular proteome (13). Upon endoplasmic reticulum (ER) stress, the endoribonuclease (RNase) domain of IRE1 splices *Xbp1* mRNA, generating the transcription factor XBP1 spliced (XBP1s), master regulator of protein folding and ER biogenesis (13–15). The IRE1 RNase domain can also promote degradation of a subset of mRNAs/miRNAs in a process known as ‘regulated IRE1-dependent decay’ (RIDD) (16), which is a mechanism beginning to be understood in pathological settings including metabolism, inflammation and cancer (17–19).

Interestingly, IRE1 plays divergent roles in myeloid cell biology in steady state and tumor contexts. Steady state cDCs display constitutive IRE1 RNase activity without signs of canonical UPR activation (20). Among DC subsets, cDC1s (but not cDC2s) are markedly sensitive to perturbations in IRE1/XBP1s signaling, as genetic loss of the transcription factor XBP1 alters proteostatic programs and counter activates the RIDD branch (21). In turn, RIDD activation in cDC1s mediates the decay of various mRNAs involved in integrin expression, ER to golgi transport and antigen presentation, and on functional level, it regulates cell survival and antigen cross-presentation (21, 22). However, the role of IRE1 RNase in cDC1s in contexts extending beyond steady state are not fully understood.

In cancer, the IRE1/XBP1s branch can promote malignant tumor progression by acting directly on tumor cells (23, 24), T cells (25) and myeloid cells (26–28). For instance, DCs infiltrating ovarian cancer [typified by expression of the cDC2/MdC marker CD11b^+^ (29)] display persistent IRE1/XBP1s activation which blunts their immunostimulatory functions driving tumor progression (26). Similarly, in TAMs infiltrating melanoma models, IRE1/XBP1s activates expression of immunosuppressive genes that sustain tumor growth (27, 28). In fact, selective XBP1 deletion in DC/TAM delays melanoma tumor growth (26, 27). Whether the pro-tumorigenic role of the IRE1/XBP1s axis also operates to blunt cDC1-mediated antitumor responses has not been investigated. Thus, a correct delineation of the role of the enzyme in tumor cDCs is required to better understand the implications of therapeutic interventions targeting IRE1 in cancer.

Here, we sought to reveal the functional role of the IRE1/XBP1s axis in tumor cDCs in two immunoresponsive models: subcutaneous mouse B16/B78 melanoma and MC38 colon adenocarcinoma (2, 30) using a combination of single and double deficiency for IRE1 RNase and/or XBP1s driven by two conditional *knock-out* systems for deletion in the whole DC compartment or exclusively in cDC1s. Our data reveal that loss of the entire IRE1/XBP1s axis in DCs does not alter tumor growth or the effector profile of tumor infiltrating T cells. We observe that single deletion of XBP1s in the CD11c^+^ compartment results in modest acceleration of B16 melanoma growth accompanied by accumulation of exhausted CD8^+^T cells, which is associated with a compensatory increase in RIDD activity. Transcriptomic analysis revealed that the IRE1/XBP1s axis in tumor cDC1s controls a discrete set of proteostasis genes, without altering expression of immunosuppressive genes. Altogether, this work shows that the IRE1/XBP1s axis in tumor cDCs does not elicit a dominant pro-tumorigenic role in two tumor models known to respond to immunotherapeutic strategies.

## 2 Results

### 2.1 cDC1s constitutively activate IRE1 RNase in subcutaneous B16 and MC38 tumors

The TME contains activators of the IRE1/XBP1s axis that are detected by immune cells (25, 26, 31, 32). To identify relevant cell types activating IRE1 RNase in tumors, we analyzed the immune composition of B16 melanoma tumors of ERAI mice, a mouse strain that reports IRE1 RNase activity through expression of Venus Fluorescent Protein (VenusFP) fused with the sequence of *Xbp1s* (33) [validated in (21, 22, 31)]. Multi-color flow cytometry data (17-color) from ERAI tumors is depicted on a *t*-distributed stochastic neighbor embedding (*t*-SNE) map, identifying 15 cell clusters including CD8^+^ T cells, CD4^+^ T cells, monocyte-derived cells (MdCs), NK cells, NKT cells, B cells, neutrophils, cDC1s plus two undefined clusters (Cluster 11: CD4^+^ CD11c^+^ CD26^+^, Cluster 14: CD3^+^ CD4^+^ CD11b^int^ F4/80^+^ MHC-II^high^ CD11c^int^ CD26^high^) (**Figure 1A**, **Supplementary Figures 1A, B**). Analysis per cluster identified tumor cDC1s as the population with highest VenusFP fluorescence intensity (**Figures 1B, C**, **Supplementary Figure 1C**, cluster 15). cDC2s, MdCs, TAMs, neutrophils, NK cells and cells from cluster 11 also showed noticeable VenusFP levels, albeit lower than cDC1s; whereas CD4^+^ T cells, CD8^+^ T cells and B cells showed little or no VenusFP expression (**Figures 1B, C**). Manual gating analysis confirmed these findings (**Figure 1D**, **Supplementary Figure 1D**, see gating strategy in **Supplementary Figure 2A**), and similar results were observed in cDC1s infiltrating MC38 tumors (**Supplementary Figure 1E**). Data obtained with ERAI mice were further confirmed by PCR in cDC1s isolated from non-reporter animals bearing B16 tumors, which showed elevated *Xbp1* spliced/unspliced ratio (See XBP1^WT^, **Figure 2C**). Altogether, these data indicate that cDC1s display prominent activation of the IRE1 RNase/XBP1s axis in tumors.

**Figure 1:**
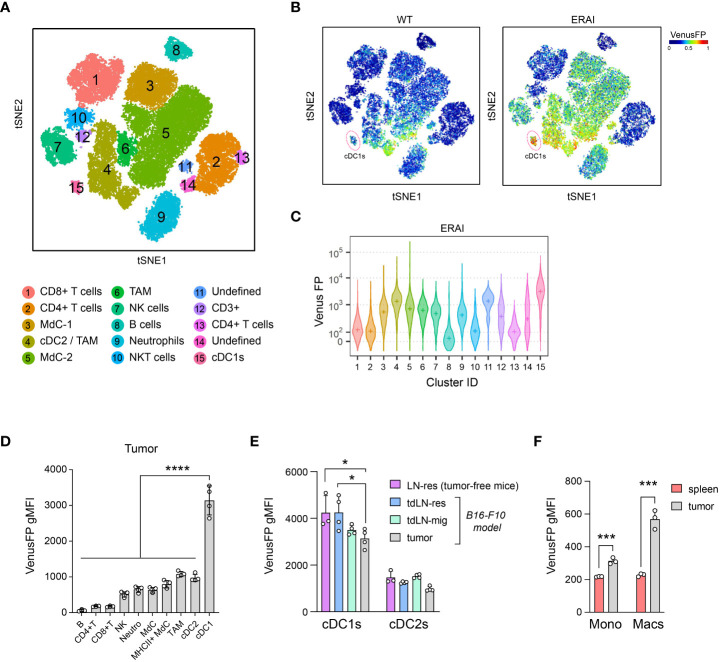
cDC1s constitutively activate IRE1 RNase in B16 tumors. B16-F10 melanoma cells were implanted intradermally on ERAI or control mice and 11 days after implantation, tumor tissue was analyzed by multicolor flow cytometry. n=4 mice per group, representative of two independent experiments. **(A-C)** t-SNE of 40.000 immune (CD45^+^) infiltrating cells from melanoma of ERAI or control mice. **(A)** Colors indicate unsupervised clustering by DBSCAN. See also **Supplementary Figures 1A, B**. **(B)** t-SNE map colored by VenusFP signal intensity from control (WT) or ERAI mice. cDC1 cluster is highlighted in a red circle. **(C)** VenusFP signal quantification across the different cell clusters identified in **(A)**. Median fluorescence intensity for VenusFP is depicted with a “+” inside each violin plot. See **Supplementary Figure 1C** for background signal in non-transgenic mice. **(D)** Quantification of VenusFP signal from manually gated immune populations from B16-F10-bearing ERAI mice (see gating strategy in **Supplementary Figure 2A**). gMFI, geometric Mean Fluorescence Intensity. ANOVA and Tukey post-test, **** p<0.0001. **(E)** Quantification of VenusFP signal from tumor and tumor draining lymph node migratory (mig) and resident (res) cDCs from tumor-bearing ERAI mice, or LN-resident cDCs from tumor-free ERAI mice (see gating strategy in **Supplementary Figure 2B**). * p<0.05, ANOVA and Tukey post-test. n=3 for tumor-free mice and n=4 for tumor-bearing mice, representative of two independent experiments, mean ± s.e.m. **(F)** Quantification of VenusFP signal from intratumoral and spleen monocytes (CD11b^hi^ Ly6C^hi^ cells), TAMs and splenic macrophages (F4/80^+^CD11c^-^). *** p<0.001, t-test. n= 3 mice, representative of two independent experiments, mean ± s.e.m.

**Figure 2:**
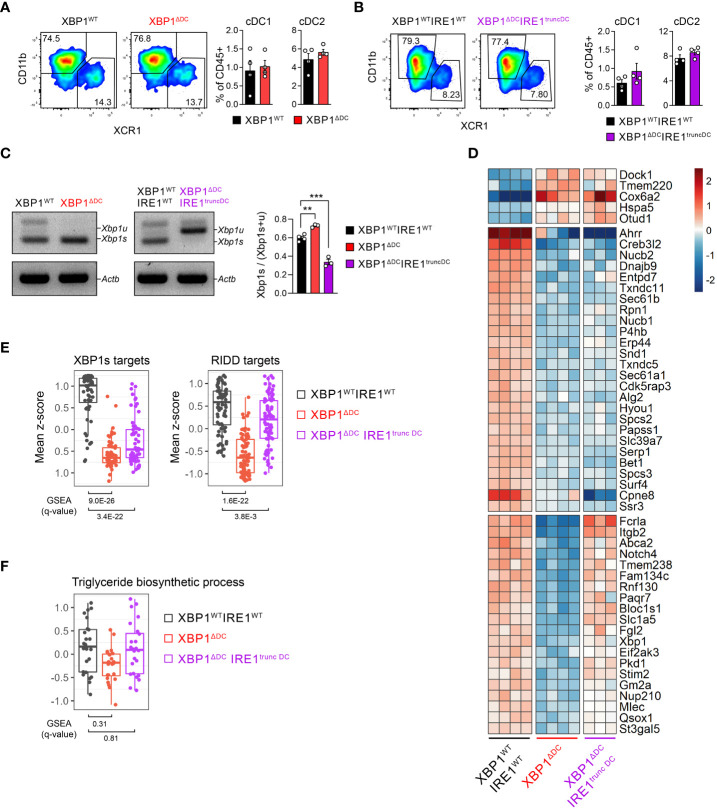
Transcriptomic signature associated with IRE1/XBP1s deficiency in tumor cDC1s. **(A, B)** Frequencies of intratumoral (B16-F10) cDC subsets from XBP1^ΔDC^ **(A)** or XBP1^ΔDC^ IRE1^truncDC^ **(B)** mice compared to control littermates. n=4 mice per group, representative of two independent experiments, mean ± s.e.m. **(C-F)** cDC1s were isolated by cell sorting from B16-F10 bearing XBP1^WT^IRE1^WT^, XBP1^ΔDC^ and XBP1^ΔDC^IRE1^truncDC^ mice. Control group includes 3 XBP1^fl/fl^ and 1 XBP1^fl/fl^IRE1^fl/fl^ cDC1 samples. **(C)** PCR analysis of *Xbp1* splicing. Xbp1u: Xbp1 unspliced; Xbp1s: Xbp1 spliced; Actb: beta actin. Bars depict quantification of bands by pixel density. ** p<0.01, ***p<0.001, two-tailed t-test. **(D)** Total RNA from tumor cDC1s was sequenced by RNA-seq. Heatmap of differentially expressed genes (DEGs) (adj p-value < 0.05 and |FC| > 1.5). **(E, F)** Comparison of mean z-scores for XBP1s- and RIDD-target genes from literature (34) **(E)** or genes of triglyceride biosynthetic process (GO:0019432) **(F)**. GSEA plots for these gene sets are shown in **Supplementary Figures 3C, D**. The q-values of GSEA are depicted below the box plots.

We next interrogated whether the high IRE1 RNase activity observed in tumor cDC1s is a lineage-intrinsic signature or if it is a feature regulated by the tumor microenvironment. We compared IRE1 RNase activity in cDC1s from tumor, tumor draining lymph node (TdLN) and inguinal lymph nodes (LN) from tumor-free mice (gating strategy in **Supplementary Figure 2B**). VenusFP signal was elevated in all cDC1s analyzed but was not further increased in tumor cDC1s or in migratory cDC1s from TdLNs (**Figure 1E**). Conversely, a slight decrease in VenusFP signal was noted in tumor cDC1s when compared to TdLN-resident cDC1s from tumor-bearing or tumor-free mice (**Figure 1E**). Similar findings were observed in cDC1s from animals bearing MC38 tumors, suggesting that this may be a shared feature across tumor models (**Supplementary Figure 1F**). Of note, these observations were not replicated in monocytes or in macrophages from B16 tumors, which express higher VenusFP fluorescence in the tumor site compared to the spleen, indicating that the TME of melanoma is competent to elicit IRE1 activation in myeloid cells (**Figure 1F**), in line with previous findings (27). Thus, although tumor cDCs display elevated IRE1 RNase activity, this feature corresponds to a stable lineage-intrinsic trait not further enhanced by the TME.

### 2.2 Transcriptomic signature associated with IRE1/XBP1s deficiency in tumor cDC1s

To gain insights in the role of the IRE1/XBP1s axis in tumor DC biology, we generated double conditional *knock-out* mice lacking the IRE1 RNase domain and XBP1s in CD11c-expressing cells by crossing the *Itgax*-Cre mice line with *Xbp1*^fl/fl^ and *Ern1*^fl/fl^ floxed mice lines (35–37) (referred to as “XBP1^ΔDC^IRE1^truncDC^ mice”); and single conditional *knock-out* mice (referred to as “XBP1^ΔDC^ mice”) lacking XBP1s in CD11c-expressing cells (see methods for details). The rationale for studying single deletion of XBP1s in DCs is because IRE1 can promote multiple effects via its RNase domain, independent of the XBP1s transcriptional activity and involving degradation of mRNAs/miRNAs through the RIDD branch (16–19), which is observed in steady state cDC1s (21, 22). Also, the XBP1^ΔDC^ mice line has been previously studied in other tumor models, showing delay in ovarian cancer progression (26). XBP1^ΔDC^ and XBP1^ΔDC^IRE1^truncDC^ mice are compared to control animals (*Xbp1*^fl/fl^ and *Xbp1*^fl/fl^*Ern1*^fl/fl^ littermates with no expression of Cre, respectively). The frequency of tumor cDCs was unaltered in XBP1^ΔDC^ and XBP1^ΔDC^IRE1^truncDC^ mice compared to control littermates upon implantation of B16F10 tumor cells (**Figures 2A, B**). We measured IRE1 RNase activity in tumor cDC1s from XBP1^ΔDC^ and XBP1^ΔDC^IRE1^truncDC^ mice by analyzing the expression of *Xbp1* spliced and unspliced mRNA. Although DCs from XBP1^ΔDC^ mice are unable to synthesize XBP1s protein, these cells still generate mRNA containing the sites for cleavage by IRE1, allowing assessment of IRE1 RNase activity by PCR (Scheme in **Supplementary Figure 3A**). Whereas tumor cDC1s from control mice displayed high levels of *Xbp1* spliced mRNA (**Figure 2C**), tumor cDC1s isolated from XBP1^ΔDC^IRE1^truncDC^ mice were unable to induce *Xbp1* splicing due to the lack of a functional IRE1 RNase domain (**Figure 2C**). In contrast, tumor cDC1s from XBP1^ΔDC^ mice showed signs of IRE1 hyperactivation, as indicated by higher expression of the *Xbp1* spliced over the unspliced form (**Figure 2C**).

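RNA-seq covered 11 pools of tumor cDC1s, conventional type 1 dendritic cells, sorted from tumors of B16, a mouse melanoma line. Each pool came from 2 to 4 mice and held 5000 to 20000 sorted cells. There were 4 control pools, 4 XBP1 ΔDC pools and 3 XBP1 ΔDCIRE1 truncDC pools. Control replicates 1 to 3 came from XBP1fl/fl mice and control replicate 4 from XBP1fl/fl IRE1fl/fl mice, all without Cre. RNA was amplified with the SMART-seq method and sequenced from a single end. The authors trimmed the reads, aligned them to the mouse genome and deposited the number of reads counted on each gene. The total per pool was 22173308 to 26843486 counts in controls (median 24403349). It was 21889074 to 25334289 in XBP1 ΔDC pools (median 23654731.5) and 21089065 to 26019797 in XBP1 ΔDCIRE1 truncDC pools (median 23716798). The 50 most abundant genes took 23.0% to 25.4% of the counts of a pool. Counts were scaled by edgeR's TMM method and are given as normalized CPM. Genes above 1 CPM in at least 4 pools were tested with edgeR's quasi-likelihood test in a single fit of the 3 groups. P-values were adjusted by the Benjamini-Hochberg method, and a DEG had an adjusted p under 0.05 and a fold change above 1.5, as in the paper. *Xbp1*, the targeted gene of both lines, was at 244, 249, 254 and 271 CPM in control replicates 1 to 4. In XBP1 ΔDC replicates 1 to 4 it was at 130, 152, 161 and 165 CPM, and in XBP1 ΔDCIRE1 truncDC replicates 1 to 3 at 212, 236 and 179 CPM. Its log2 fold change against control was -0.74 in XBP1 ΔDC (standard error 0.0973, adjusted p = 0.00167 from edgeR). The value in XBP1 ΔDCIRE1 truncDC was -0.28 (standard error 0.105, adjusted p = 0.324 from edgeR). *Ern1*, which encodes IRE1 and was targeted in the double-deficient line, was at 19.0, 14.1, 13.1 and 9.82 CPM in control replicates 1 to 4. It was at 9.74, 15.6, 12.9 and 11.5 CPM in XBP1 ΔDC replicates 1 to 4 and at 21.4, 17.0 and 26.0 CPM in XBP1 ΔDCIRE1 truncDC replicates 1 to 3. Its log2 fold change was -0.17 in XBP1 ΔDC (adjusted p = 0.95 from edgeR), where leaving out control replicate 1 turned it to 0.01, and 0.62 in XBP1 ΔDCIRE1 truncDC (adjusted p = 0.322 from edgeR). Counts per gene do not separate transcripts that lack the floxed exons from transcripts that hold them.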

Considering that XBP1s coordinates expression of immunosuppressive genes in TAMs in melanoma (27, 28), we determined the transcriptomic signature of cDC1s isolated from B16 melanoma tumors of control, XBP1^ΔDC^ or XBP1^ΔDC^IRE1^truncDC^ mice by bulk RNA sequencing (RNA-seq). 

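Of the 10951 genes tested, 54 were DEGs in XBP1 ΔDC against control cDC1s, 51 lower and 3 higher. Against control, 23 genes were DEGs in XBP1 ΔDCIRE1 truncDC cDC1s, 16 lower and 7 higher. The direct comparison of XBP1 ΔDCIRE1 truncDC with XBP1 ΔDC cDC1s gave 8 DEGs, all of them higher in XBP1 ΔDCIRE1 truncDC. Without adjustment, 834, 1224 and 579 genes had p under 0.05 in these comparisons. The comparisons held 62 DEGs in all. Both lines shared 15 DEGs against control, all in the same direction, and the 8 DEGs of the direct comparison were also DEGs of XBP1 ΔDC against control. By p-value, *Itgb2*, *Slc1a5*, *Fcrla*, *Serp1* and *P4hb* led in XBP1 ΔDC against control. *Serp1*, *Ssr3*, *Sec61b*, *P4hb* and *Hspa5* led in XBP1 ΔDCIRE1 truncDC against control. With DESeq2 in place of edgeR there were 75, 95 and 36 DEGs, which held 53, 21 and 8 of the DEGs above. Of the DESeq2 calls, 64, 43 and 10 were lower and 11, 52 and 26 higher. The excess of lower DEGs in XBP1 ΔDCIRE1 truncDC against control was thus not kept. DESeq2 gave the largest move in both comparisons with XBP1 ΔDCIRE1 truncDC. In XBP1 ΔDC against control, dropping the fold change limit moved the count most, to 98. Between XBP1 ΔDCIRE1 truncDC and XBP1 ΔDC pools, deviations from the group means had a mean correlation of -0.221 where the replicate number was the same and 0.0738 where it was not. A fit with the replicate number as a block called 3 DEGs in that comparison, *Itgb2*, *Fcrla* and *Slc1a5*.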

Surprisingly, only 51 differentially expressed genes (DEG) were identified among XBP1^ΔDC^ or XBP1^ΔDC^IRE1^truncDC^ tumor cDC1s (**Figure 2D**, **Supplementary Table 1**), corresponding mainly to ER proteins and constituents of the response to misfolded proteins (**Supplementary Figure 3B**). Gene Set Enrichment Analysis (GSEA) confirmed that canonical XBP1-target genes (34) were downregulated in both XBP1s-deficient and IRE1/XBP1-deficient tumor cDC1s (**Figure 2E**, **Supplementary Figure 3C**). These include genes coding for protein disulfide isomerases, chaperones, glycosylation proteins, proteins involved in transport to the ER and from the ER to Golgi. Furthermore, XBP1 single deficient but not IRE1 RNase/XBP1 double deficient cDC1s showed also a decrease in the levels of the RIDD-targets (34) (**Figure 2E**, **Supplementary Figure 3C**) *Bloc1s1*, *St3gal5*, *Itgb2*, *Rpn1, Erp44, Mlec, Rnf130, Abca2, Stim2, Gm2a, Tmem238, and Paqr7* (16, 21, 34). These data suggest that loss of XBP1s elicits RIDD in tumor cDC1s.

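The list of XBP1s targets in Supplementary Table 2 has 60 genes, all of them tested. In XBP1 ΔDC against control cDC1s, 53 of the 60 were lower, 46 had an unadjusted p under 0.05 and 13 were DEGs. Adjusted over all genes tested, 26 of the 60 had p under 0.05, and adjusted over the list alone 41 did. Of the same genes, 49 of 60 were lower in XBP1 ΔDCIRE1 truncDC than in control cDC1s, 39 had an unadjusted p under 0.05 and 8 were DEGs. There, 16 genes passed when adjusted over all genes and 38 over the list. GSEA was run with fgsea on genes ranked by the signed -log10 p, with adjustment over the 3 lists of Supplementary Table 2. It gave the XBP1s targets a normalized enrichment score (NES) of -2.82 in XBP1 ΔDC (fgsea permutation p, adjusted = 5.93e-29) and -2.91 in XBP1 ΔDCIRE1 truncDC (fgsea permutation p, adjusted = 6.29e-23). GSEA permutes genes, so the spread between pools enters only through the ranking. Among 30 other settings, ranking by the signed square root of F moved the score in XBP1 ΔDC most, to -3.23, and DESeq2 gave the value nearest to 0, -2.49. The expression of each gene was also turned into z-scores over the 11 pools and averaged over the list in each pool. The mean z-score was 0.77 ± 0.12 (SD, n = 4) in control, -0.57 ± 0.0707 (SD, n = 4) in XBP1 ΔDC and -0.27 ± 0.18 (SD, n = 3) in XBP1 ΔDCIRE1 truncDC. Every control pool lay above every pool of both lines. Each difference from control, -1.34 and -1.04, had a two-sided exact permutation p of 0.0286, the smallest that 4 pools against 4 or 3 allow.

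**Figure D1:**
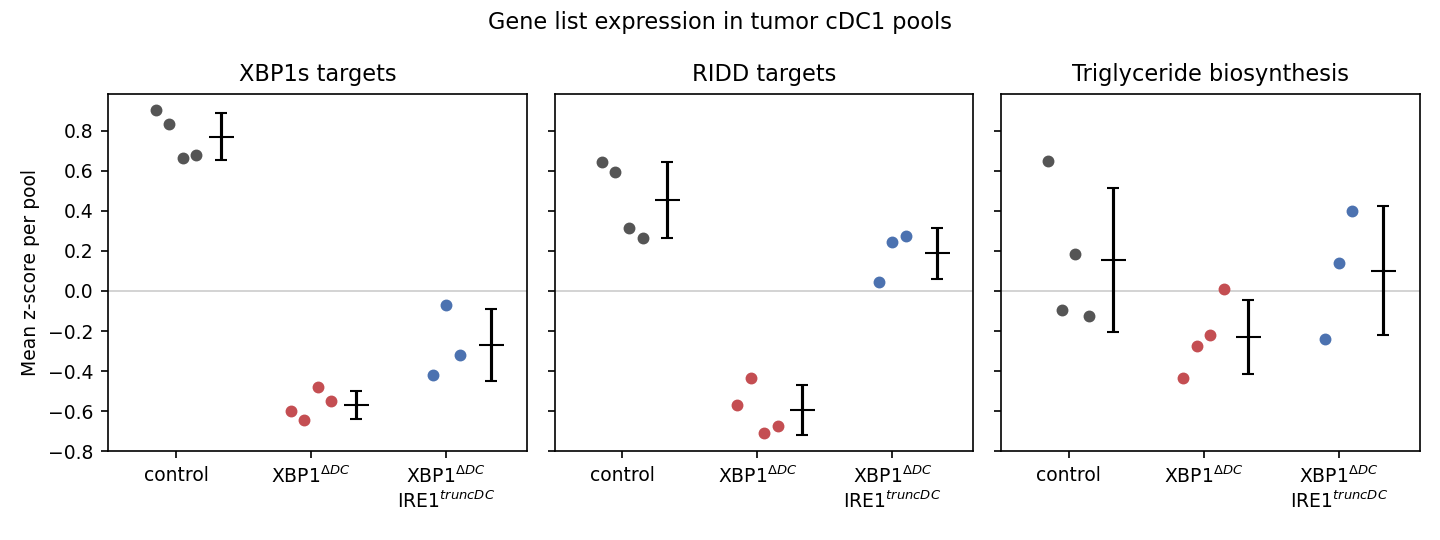
Mean z-score per pool (vertical axis, no unit) of the XBP1s-target, RIDD-target and triglyceride biosynthesis lists in control, XBP1 ΔDC and XBP1 ΔDCIRE1 truncDC cDC1s. Points are pools, and the mean ± SD stands beside them. For XBP1s targets, control pools lie between 0.66 and 0.90 and the pools of both lines between -0.64 and -0.07.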

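*P4hb*, which encodes a protein disulfide isomerase (chromosome 11 of GRCm38, 120560298 to 120573253), was at 905 ± 29.0 CPM in control (SD, n = 4). It was at 526 ± 18.5 CPM in XBP1 ΔDC (SD, n = 4) and 565 ± 63.8 CPM in XBP1 ΔDCIRE1 truncDC cDC1s (SD, n = 3). The log2 fold change was -0.78 in XBP1 ΔDC (standard error 0.0720, adjusted p = 1.82e-04 from edgeR) and -0.68 in XBP1 ΔDCIRE1 truncDC (standard error 0.0785, adjusted p = 0.00307 from edgeR). *Serp1*, an ER translocon-associated gene (chromosome 3, 58519817 to 58525892), fell by 0.63 in XBP1 ΔDC (standard error 0.0555, adjusted p = 1.55e-04 from edgeR). On the log2 scale it fell by 0.74 in XBP1 ΔDCIRE1 truncDC (standard error 0.0608, adjusted p = 2.59e-04 from edgeR). *Sec61b* encodes a subunit of the channel for transport into the ER (chromosome 4, 47474658 to 47483242). It had a log2 fold change of -0.81 in both XBP1 ΔDC (adjusted p = 3.81e-04 from edgeR) and XBP1 ΔDCIRE1 truncDC (adjusted p = 0.00307 from edgeR). *Ssr3*, a signal sequence receptor subunit (chromosome 3, 65379655 to 65392623), had a log2 fold change of -0.67 in XBP1 ΔDCIRE1 truncDC, a DEG. In XBP1 ΔDC it was -0.54, short of the fold change limit, with an adjusted p of 0.00135 from edgeR. The ER chaperone gene *Hspa5* (chromosome 2, 34771970 to 34777547) is not in the list of XBP1s targets and rose. On the log2 scale it rose by 0.40 in XBP1 ΔDC (adjusted p = 0.0444 from edgeR) and 0.76 in XBP1 ΔDCIRE1 truncDC (adjusted p = 0.00314 from edgeR). Its level went from 1675 ± 42.6 CPM in control (SD, n = 4) to 2832 ± 479 CPM in XBP1 ΔDCIRE1 truncDC cDC1s (SD, n = 3).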

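Of the 12 RIDD targets named here, all were lower in XBP1 ΔDC than in control cDC1s, with log2 fold changes from -1.64 to -0.58. Each had an adjusted p under 0.05 from edgeR. Of these, 11 were DEGs, and *St3gal5* (log2 fold change -0.58, adjusted p = 0.00286 from edgeR) was short of the fold change limit. *Itgb2*, an integrin gene on chromosome 10 of GRCm38 (77530252 to 77565708), was at 831 ± 20.9 CPM in control (SD, n = 4) and 267 ± 39.4 CPM in XBP1 ΔDC (SD, n = 4). It had a log2 fold change of -1.64 (standard error 0.0998, adjusted p = 7.06e-06 from edgeR). *Bloc1s1* (chromosome 10, 128917882 to 128924035) was at 34.7 ± 4.22 CPM in control (SD, n = 4) and 18.9 ± 3.58 CPM in XBP1 ΔDC (SD, n = 4). It had a log2 fold change of -0.87 (standard error 0.146, adjusted p = 0.0105 from edgeR). *Paqr7* was the least stable of the 12 and lost its call in 12 of 27 other settings. *Erp44* in control replicate 4, at 195.9 CPM, lay apart from the other controls. Against control, 10 of the 12 were lower in XBP1 ΔDCIRE1 truncDC cDC1s, with log2 fold changes from -0.46 to 0.14, and 5 had an unadjusted p under 0.05. There, 0 of the 12 were DEGs. The list of RIDD targets in Supplementary Table 2 holds 10 of the 12, without *Itgb2* and *St3gal5*. It has 79 genes, of which 78 were tested. Of these, 64 were lower in XBP1 ΔDC than in control, 43 had an unadjusted p under 0.05, 11 were DEGs, and 37 passed when adjusted over the list. As for XBP1 ΔDCIRE1 truncDC cDC1s, 51 were lower, 17 had an unadjusted p under 0.05, 0 were DEGs, and 10 passed when adjusted over the list. The list's NES was -2.71 in XBP1 ΔDC (fgsea permutation p, adjusted = 5.25e-22) and -1.67 in XBP1 ΔDCIRE1 truncDC (fgsea permutation p, adjusted = 0.00266). Without the 9 genes that are also XBP1s targets, the NES in XBP1 ΔDCIRE1 truncDC was -1.42 (fgsea permutation p, adjusted = 0.0489), a call that changed with the seed at fewer permutations. The mean z-score of the list was 0.45 ± 0.19 in control (SD, n = 4), -0.60 ± 0.12 in XBP1 ΔDC (SD, n = 4) and 0.19 ± 0.13 in XBP1 ΔDCIRE1 truncDC (SD, n = 3). The difference from control was -1.05 in XBP1 ΔDC (two-sided exact permutation p = 0.0286) and -0.27 in XBP1 ΔDCIRE1 truncDC (two-sided exact permutation p = 0.171).

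**Figure D2:**
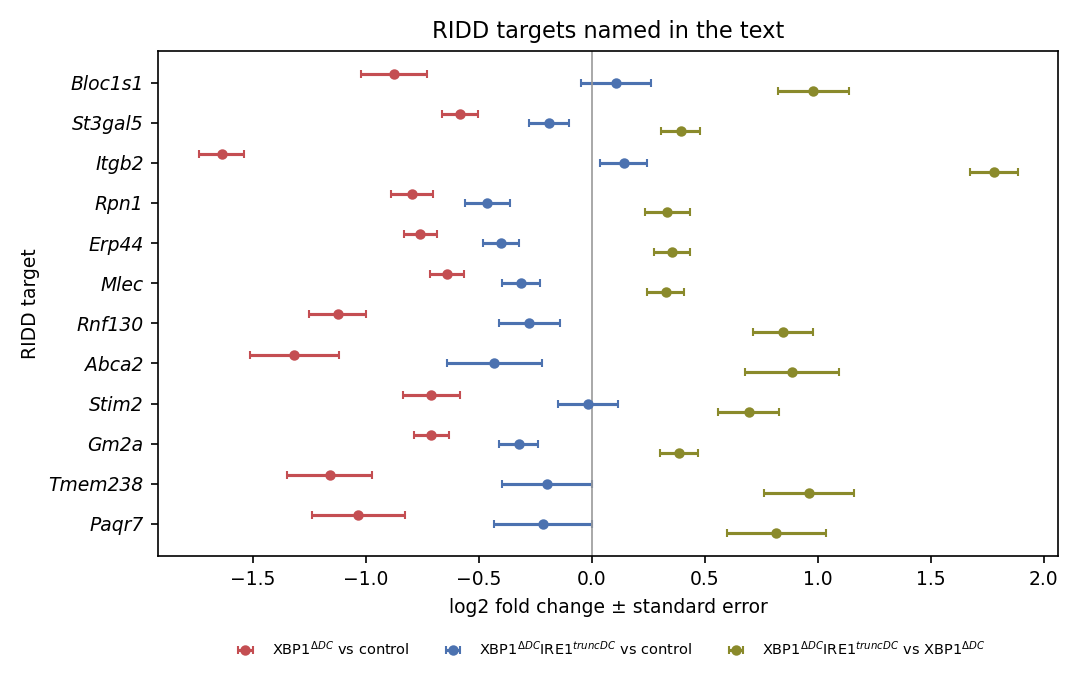
Log2 fold change (horizontal axis) ± standard error of the 12 named RIDD targets in XBP1 ΔDC against control, XBP1 ΔDCIRE1 truncDC against control and XBP1 ΔDCIRE1 truncDC against XBP1 ΔDC cDC1s. In XBP1 ΔDC against control, the 12 points lie between -1.64 and -0.58.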

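Whether the RIDD targets differ between the lines was tested by comparing XBP1 ΔDCIRE1 truncDC with XBP1 ΔDC cDC1s directly. The 12 named genes were all higher in XBP1 ΔDCIRE1 truncDC, with log2 fold changes from 0.33 to 1.78, and each had an unadjusted p under 0.05. The paper names these 12 for a decrease in these same pools, in XBP1 ΔDC but not in XBP1 ΔDCIRE1 truncDC cDC1s. Their shared direction between the lines is therefore partly built in. After edgeR's Benjamini-Hochberg adjustment over all genes, 3 were DEGs, *Itgb2*, *Rnf130* and *Bloc1s1*. In 27 other settings *Bloc1s1* lost this call in 13 and *Rnf130* in 11, and *Itgb2* kept it in all 27. Of the 78 RIDD targets tested, 64 were higher in XBP1 ΔDCIRE1 truncDC and 28 had an unadjusted p under 0.05. In the list as a whole, GSEA gave an NES of 2.79 (fgsea permutation p, adjusted = 6.54e-18). With the replicate number as a block the NES was 2.74 (fgsea permutation p, adjusted = 7.21e-18), and *Itgb2* was the only named gene still a DEG. The mean correlation between same-numbered pools was -0.221, so the numbers do not pair pools that deviate together. The difference in mean z-score between the lines was 0.78 (two-sided exact permutation p = 0.0286, the smallest that 4 pools against 3 allow). The XBP1s targets also had a positive NES in this comparison, 1.77 (fgsea permutation p, adjusted = 0.00179), and 1.82 with the block (fgsea permutation p, adjusted = 5.59e-04). Their mean z-score was higher by 0.30 in XBP1 ΔDCIRE1 truncDC (two-sided exact permutation p = 0.0286), and by 0.31 with the block. With library size scaling, or the median z-score in place of the mean, this difference did not pass 0.05. From the decrease of RIDD targets in single-deficient but not double-deficient cDC1s, the paper proposes that loss of XBP1s sets off RIDD, which needs the IRE1 RNase.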

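The gene set of triglyceride biosynthetic process in Supplementary Table 2 has 39 genes, of which 37 are in the count table and 24 were tested in tumor cDC1s. In XBP1 ΔDC against control cDC1s, 16 of the 24 were lower, 6 had an unadjusted p under 0.05 and 0 were DEGs. Their median log2 fold change was -0.06. Against control, 13 of the 24 were lower in XBP1 ΔDCIRE1 truncDC, 6 had an unadjusted p under 0.05 and 0 were DEGs. The NES was -1.5 in XBP1 ΔDC (fgsea permutation p, adjusted = 0.0478) and 0.89 in XBP1 ΔDCIRE1 truncDC (fgsea permutation p, adjusted = 0.63). The call in XBP1 ΔDC sits at the threshold, and with 1000 instead of 100000 permutations in fgsea the adjusted p was 0.0542. The score in XBP1 ΔDCIRE1 truncDC changed sign when control replicate 4 was left out, to -0.997. The mean z-score of the set was 0.15 ± 0.36 in control (SD, n = 4), -0.23 ± 0.18 in XBP1 ΔDC (SD, n = 4) and 0.10 ± 0.32 in XBP1 ΔDCIRE1 truncDC (SD, n = 3). The difference from control was -0.38 in XBP1 ΔDC (two-sided exact permutation p = 0.114) and -0.05 in XBP1 ΔDCIRE1 truncDC (two-sided exact permutation p = 0.83), both within the spread between pools.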

Notably, expression of XBP1s-driven triglyceride biosynthesis genes reported to curtail the function of MoDC/cDC2 in ovarian cancer models (26) was unaltered in XBP1^ΔDC^ or XBP1^ΔDC^IRE1^truncDC^ mice tumor cDC1s, (**Figure 2F**, **Supplementary Figure 3D**). These results demonstrate that cDC1s isolated from B16 tumors maintain a stable transcriptomic signature and that deletion of the entire IRE1/XBP1s axis in tumor cDC1s only alters a discrete subset of genes related with protein homeostasis without affecting expression of pro-tumorigenic genes.

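Across the comparisons, 99.43% of the genes tested were not called as DEGs. Of a list of 11 genes with immunosuppressive functions, 9 passed the expression filter. The count below covers this list only, and DEGs outside it, *Fgl2* among them, were not checked for such functions. None of the listed genes was a DEG in either line against control (0 of 9), while 2 had an unadjusted p under 0.05 in each. In XBP1 ΔDC cDC1s these were *Tgfb1*, with a log2 fold change of -0.22 (adjusted p = 0.361 from edgeR), and *Pdcd1lg2*, with 0.59 (adjusted p = 0.579 from edgeR). For XBP1 ΔDCIRE1 truncDC cDC1s they were *Pdcd1lg2*, with 0.79 (adjusted p = 0.274 from edgeR), and *Cd274*, with 0.91 (adjusted p = 0.327 from edgeR). *Cd274* varied widely between pools, with 111 ± 52.5 CPM in control (SD, n = 4) and 208.8 ± 63.0 CPM in XBP1 ΔDCIRE1 truncDC (SD, n = 3). *Arg1* fell by 0.62 in XBP1 ΔDC with a standard error of 0.852 and *Il6* rose by 0.41 with a standard error of 0.441, so differences of that size were not detectable with these pools. From the small number of DEGs and the enrichment results, the paper concludes that the transcriptome of tumor cDC1s stays stable and that the axis alters a limited set of protein homeostasis genes.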

### 2.3 Double deficiency of IRE1/XBP1s in DCs does not regulate melanoma tumor growth

To evaluate if the loss of the IRE1/XBP1s axis in DCs alters the course of tumor growth, we studied immunogenic B78/B16 lines expressing the model antigen ovalbumin. We studied the immunogenic B78ChOVA subcutaneous tumor model that is a B16 variant expressing OVA and mCherry fluorescent protein (2) and that elicits cDC1-mediated antitumor CD8^+^ T cell responses (2, 3). After subcutaneous B78ChOVA implantation, tumor growth in XBP1^ΔDC^IRE1^truncDC^ animals was comparable to that observed in control animals (**Figure 3A**). Also, similar frequencies of tumor infiltrating CD8^+^ T cells were found in XBP1^ΔDC^IRE1^truncDC^ and control animals (**Figure 3B**) and no differences were observed in IFN-γ-producing CD8^+^T cells, TNF-producing CD8^+^T cells, IL-2-producing CD8^+^T cells between tumors of XBP1^ΔDC^IRE1^truncDC^ mice and control animals (**Figure 3C**). Similar results were observed for CD4^+^ T cells (**Supplementary Figures 4A, B**). We extended our analysis to measure parameters of CD8^+^ T cell exhaustion (38–40) and found similar proportions of ‘exhausted’ TIM-3^+^CD8^+^ T cells and ‘precursor exhausted’ TCF-1^+^CD8^+^ T cells in tumors from XBP1^ΔDC^IRE1^truncDC^ mice compared to controls (**Figure 3D**). These data show that deletion of the IRE1 RNase/XBP1s branch of the UPR in DCs does not alter the course of melanoma tumor growth or the generation of effector/exhausted T cells at the tumor site.

**Figure 3:**
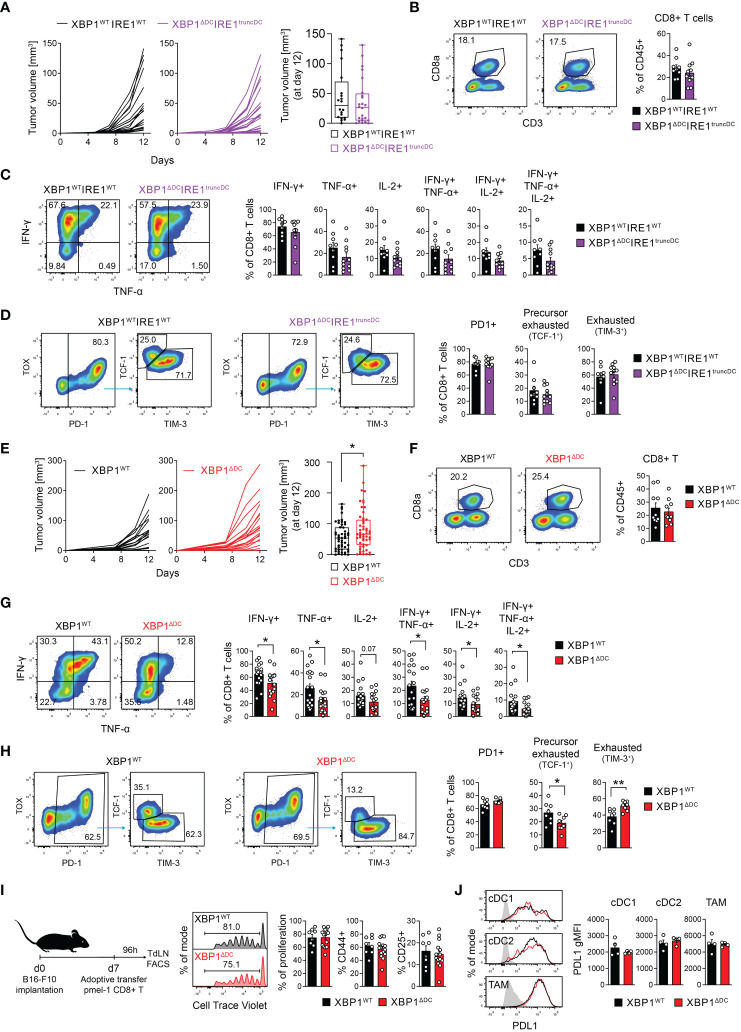
XBP1s deficiency in DCs elicits modest acceleration of tumor growth and reduced frequencies of effector/precursor exhausted T cells. **(A–D)** XBP1^WT^IRE1^WT^ and XBP1^ΔDC^IRE1^truncDC^ mice were implanted with B78ChOVA cells. **(A)** Tumor growth curves monitored over a period of 12 days. Boxplot of tumor size at day 12 post implantation. n=24 mice (XBP1^WT^IRE1^WT^) or 28 mice (XBP1^ΔDC^IRE1^truncDC^), data pooled from 5 independent experiments. **(B)** Frequencies of intratumoral CD8^+^ T cells. **(C)** Frequencies of cytokine producing intratumoral CD8^+^ T cells after *ex vivo* stimulation with PMA/Ionomycin in the presence of BFA. **(D)** Precursor exhausted (PD1^+^ TCF1^+^ TIM3^neg^) and exhausted (PD1^+^ TCF1^neg^ TIM3^+^) CD8^+^ T cell frequencies in tumors. Gated on CD3^+^CD8^+^ T cells. **(B–D)** n=9 mice (XBP1^WT^IRE1^WT^) or 11 mice (XBP1^ΔDC^IRE1^truncDC^), data pooled from three independent experiments, mean ± s.e.m. **(E–H)** XBP1^WT^ and XBP1^ΔDC^ mice were implanted with B78ChOVA cells. **(E)** Tumor growth curves monitored over a period of 12 days. n=19 mice per group, pooled from 4 independent experiments. Boxplot of tumor size at day 12 post implantation. * p<0.05, two-tailed t-test. n= 51 mice (XBP1^WT^) or 53 mice (XBP1^ΔDC^) from animals used throughout this study, pooled data from 12 independent experiments. **(F)** Frequencies of intratumoral CD8^+^ T cells. n=10 mice per group, pooled data from three independent experiments, mean ± s.e.m. **(G)** Frequencies of cytokine producing tumor CD8^+^ T cells after *ex vivo* cursive stimulation with PMA/Ionomycin in the presence of BFA. *p < 0.05, two-tailed Mann-Whitney test. n=18 mice (XBP1^WT^) or 17 mice (XBP1^ΔDC^), pooled data from 4 independent experiments, mean ± s.e.m. **(H)** Precursor exhausted (PD1^+^ TCF1^+^ TIM3^neg^) and exhausted (PD1^+^ TCF1^neg^ TIM3^+^) CD8^+^ T cell frequencies in tumors. Gated on CD3^+^CD8^+^ T cells. * p<0.05, **p<0.01, two-tailed t-test. n=8 mice per group, pooled data from two independent experiments, mean ± s.e.m. **(I)** Melanoma specific (pmel-1) CD8^+^ naïve T cells were adoptively transferred into B16-F10-bearing XBP1^WT^ and XBP1^ΔDC^ at day 7 after tumor implantation. Four days later, proliferation and CD44/CD25 expression of transferred cells in TdLN was quantified by FACS. n=8 mice (XBP1^WT^) or 15 mice (XBP1^ΔDC^), data pooled from two independent experiments, mean ± s.e.m. **(J)** PD-L1 expression in tumor cDC1, cDC2 and TAM from B78ChOVA-bearing XBP1^WT^ and XBP1^ΔDC^ mice. n=4 mice per group, representative data from two independent experiments.

### 2.4 XBP1s deficiency in DCs elicits modest acceleration of tumor growth and reduced frequencies of effector/precursor exhausted T cells

We investigated if XBP1^ΔDC^ mice display alterations in tumor growth. Animals bearing single deficiency of XBP1s in DCs showed a modest acceleration of B78ChOVA growth and larger tumor size than tumors from XBP1^WT^ mice on day 12 post implantation (**Figure 3E**). Tumor growth kinetics of subcutaneous MC38 tumors from XBP1^ΔDC^ and XBP1^WT^ mice did not reach statistical significance (**Supplementary Figure 5A**).

XBP1^WT^ and XBP1^ΔDC^ mice show comparable B78ChOVA tumor immune cell composition and T cell infiltration (**Figure 3F** **Supplementary Figure 6A, B**). However, B78ChOVA tumors from XBP1^ΔDC^ mice contained lower frequencies of IFN-γ-producing and TNF-producing CD8^+^ T cells, decreased frequencies of IFN-γ^+^TNF^+^ CD8^+^ T cells and IFN-γ^+^TNF^+^IL-2^+^ CD8^+^ T cells (**Figures 3F, G**). Some of these observations were also extended to CD4^+^ T cells, which showed decreased frequencies of IFN-γ^+^ and IFN-γ^+^TNF^+^ CD4^+^ T cells in B78ChOVA tumors and in MC38 tumors (**Supplementary Figure 6C**, **Supplementary Figure 5B, C**). B78ChOVA tumors from XBP1^ΔDC^ mice also show reduced percentages of precursor exhausted TCF-1^+^CD8^+^ T cells compared to control animals (**Figure 3H**, **Supplementary Figure 6D**).

Interestingly, the reduced frequencies of effector T cells in B78ChOVA tumors from XBP1^ΔDC^ mice were not associated with defective cross-presentation of a model antigen in melanoma, as XBP1^WT^ and XBP1^ΔDC^ mice lines contained similar frequencies of endogenous OVA-specific CD8^+^ T cells in TdLN and tumors (**Supplementary Figure 6E, F**). A similar response was obtained when tracking proliferation/early activation of CD8^+^ T cells isolated from pmel mice, which possess transgenic CD8^+^ T cells bearing a TCR selective for the melanoma-associated antigen gp100 (41) (**Figure 3I**). Also, cDC1, cDC2 and TAMs from melanoma tumors of XBP1^ΔDC^ mice expressed normal levels of PD-L1 (**Figure 3J**), an immunoregulatory molecule target of checkpoint blockade therapy which expression is attributed to the IRE1/XBP1s axis in tumor macrophages (28). In addition, *in vitro* generated bone marrow cDC1s from XBP1^WT^ and XBP1^ΔDC^ mice were equally able to produce IL-12 upon stimulation with B78ChOVA lysates (**Supplementary Figure 7**). We conclude that XBP1 deletion in tumor-associated DCs tunes effector T cell responses independent of cross-presentation or canonical DC activation. Altogether, these data show that double ablation of the IRE1/XBP1 axis in DCs does not alter the course of tumor growth, whereas single XBP1 deficiency in DCs results in mild changes in tumor growth and T cell effector/exhausted profiles at the tumor site. The discrepancies between double versus single *knock-out* models may be attributed to RIDD counteractivation in XBP1-deficient tumor cDC1s (**Figures 2D, E**), which is a phenotype reported in XBP1-*knock-out* cDC1s in steady state (21, 22). In fact, tumor cDC1s, cDC2s and TAMs from XBP1^ΔDC^ mice display signs of RIDD at protein level, as surface expression of the integrin CD11c, an obligate dimeric partner of the RIDD substrate *Itgb2* (coding the integrin CD18) (21) is reduced in tumor cDC1s from XBP1^ΔDC^ mice (**Supplementary Figure 6G**).

### 2.5 cDC1-specific loss of the IRE1/XBP1 signaling axis does not alter B16/MC38 tumor growth or the T cell compartment

Finally, we interrogated if selective IRE1/XBP1s deletion in the cDC1 compartment could alter the course of tumor growth and T cell responses. To specifically target cDC1 compartment for genetic deletion of IRE1 RNase and/or XBP1s, we crossed the *Xcr1*-Cre transgenic mice line (42) with Ern1^fl/fl^ x XBP1^fl/fl^ mice (referred to as ‘XBP1^ΔcDC1^IRE1^trunc-cDC1^ mice’), or with XBP1^fl/fl^ mice (‘XBP1^ΔcDC1^ mice’). XBP1^ΔcDC1^IRE1^trunc-cDC1^ and XBP1^ΔcDC1^ mice showed normal tumor cDC infiltration in MC38 (**Supplementary Figures 8A, B**) and tumor cDC1s efficiently recombined loxP-flanked sites (**Supplementary Figure 8C, D**).

We next carried out tumor kinetic studies. Analysis revealed that XBP1^ΔcDC1^IRE1^trunc-cDC1^ mice showed normal B16ChOVA melanoma tumor growth (**Figure 4A**), and normal CD8^+^/CD4^+^ T cell tumor infiltration and function compared to control littermates, and a modest decrease in TNF^+^ CD8^+^ T cells (**Figure 4B**, **Supplementary Figure 8E**). Similar results were obtained in MC38 tumor models (**Figures 4C, D**, **Supplementary Figure 8E**). In agreement with previous results, these data indicate that loss of IRE1 RNase/XBP1s in cDC1s does not impact the outcome of tumor growth or antitumor T cell function.

**Figure 4:**
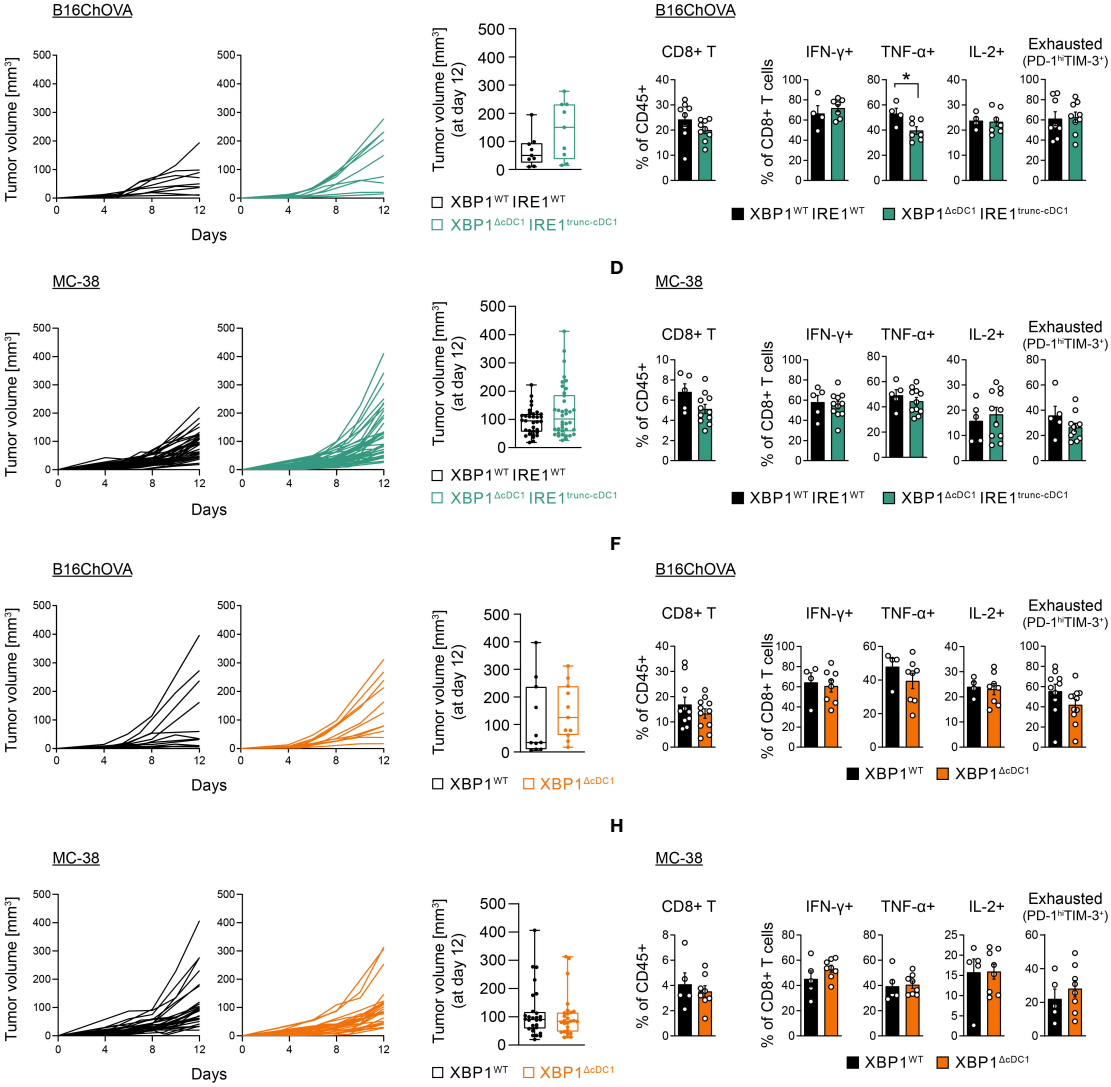
cDC1-specific loss of the IRE1/XBP1 signaling axis does not alter B16/MC38 tumor growth or T cell compartment. **(A–D)** XBP1^WT^IRE1^WT^ and XBP1^ΔcDC1^IRE1^trunc-cDC1^ mice were implanted with B16ChOVA cells **(A, B)** or MC38 cells **(C, D)**. **(A)** Tumor growth curves monitored over a period of 12 days. Boxplot of tumor volume at day 12 post implantation. n=9 mice per group, data pooled from 2 independent experiments. **(B)** CD8^+^ T cell frequencies, cytokine production and PD-1^hi^ TIM-3^+^ frequencies. n=4-8 mice (XBP1^WT^IRE1^WT^) or n=7-9 mice (XBP1^ΔcDC1^IRE1^trunc-cDC1^), data pooled from two independent experiments, mean ± s.e.m. * p<0.05, two-tailed t test. **(C)** Tumor growth curves monitored over a period of 12 days. Boxplot of tumor volume at day 12 post implantation. n=33 mice (XBP1^WT^IRE1^WT^) or 38 mice (XBP1^ΔcDC1^IRE1^trunc-cDC1^), data pooled from 9 independent experiments. **(D)** CD8^+^ T cell frequencies, cytokine production and PD-1^hi^ TIM-3^+^ frequencies. n=5 mice (XBP1^WT^IRE1^WT^) or n=11 mice (XBP1^ΔcDC1^IRE1^trunc-cDC1^), data pooled from two independent experiments, mean ± s.e.m. **(E–H)** XBP1^WT^ and XBP1^ΔcDC1^ mice were implanted with B16ChOVA cells **(E, F)** or MC38 cells **(G, H)**. **(E)** B16ChOVA growth curves monitored over a period of 12 days. Boxplot of tumor volume at day 12 post implantation. n=11 mice (XBP1^WT^) and n=11 mice (XBP1^ΔcDC1^), data pooled from 2 independent experiments. **(F)** CD8^+^ T cell frequencies, cytokine production and PD-1^hi^ TIM-3^+^ frequencies. n=4-10 mice (XBP1^WT^) or n=8-11 mice (XBP1^ΔcDC1^), data pooled from two independent experiments, mean ± s.e.m. **(G)** Tumor growth curves monitored over a period of 12 days. Boxplot of tumor volume at day 12 post implantation. n=28 mice (XBP1^WT^) and n=27 mice (XBP1^ΔcDC1^), data pooled from 8 independent experiments. **(H)** CD8^+^ T cell frequencies, cytokine production and PD-1^hi^ TIM-3^+^ frequencies. n=5 mice (XBP1^WT^) or n=8 mice (XBP1^ΔcDC1^), data pooled from two independent experiments, mean ± s.e.m.

In addition, analysis of mice carrying single deletion of XBP1s in cDC1s (XBP1^ΔcDC1^) also showed comparable B16ChOVA tumor size with control counterparts (**Figure 4E**), along with normal effector/exhausted T cell responses (**Figure 4F**, **Supplementary Figure 8F**). Similar results were also observed in MC38 tumors (**Figures 4G, H**, **Supplementary Figure 8F**). As seen with XBP1^ΔDC^ mice, tumor cDC1s from XBP1^ΔcDC1^ mice also showed signs of RIDD, as indicated by an increase in XBP1s splicing ratio (**Supplementary Figure 8G**) and loss of CD11c surface expression (**Supplementary Figure 8H**), albeit to a lower extent than observed with *Itgax*-Cre mice line (**Supplementary Figure 6G**). Altogether, these data suggest that alterations in the IRE1/XBP1s axis in the tumor cDC1 compartment are not sufficient to shift the balance of antitumor T cell responses.

## 3 Discussion

The IRE1/XBP1s axis is a critical regulator of immunity and cancer (32, 43, 44). The differential mechanisms by which IRE1 signaling integrates the intensity and duration of ER stress to regulate cell fate is particularly noticed in the immune system, with cells such as cDC1s, B cells or NK cells that opt for an intact IRE1/XBP1s axis to maintain cellular health (22, 31, 45–47), and cells including TAM/MdCs or intratumoral T cells, which acquire dysfunctional phenotypes upon enforced IRE1/XBP1s activation at the tumor site (25, 28, 32).

Here, we report a broad approach for studying the role of the IRE1/XBP1s axis in tumor DCs/cDC1s, by using a combination of two different immunoresponsive tumor models, two different conditional *Cre* lines for selective deletion in the DC or cDC1 compartment respectively, plus single and double deletion of the IRE1/XBP1s axis. Our results indicate that full deletion of the IRE1 RNase/XBP1s branch of the UPR in the whole DC compartment or selectively in cDC1s does not influence the course of B16/B78 or MC38 tumor growth. This result is unexpected, given the reported pro-tumorigenic roles of the pathway in tumor myeloid cells including TAMs and MoDC/cDC2 (26–28). In fact, an aspect uncovered in this study is that tumor cDC1s display stable IRE1 RNase activity, which is not further induced by the TME. Furthermore, IRE1/XBP1 ablation in tumor cDC1s controls a discrete set of genes related to proteostatic programs without altering pro-tumorigenic programs seen in other tumor myeloid cell subsets (26–28). The question as to why cDC1s remain refractory to the detrimental effects of IRE1/XBP1s activation in tumors remains to be investigated. Interestingly, in contrast to tumor cDC1s, we corroborate that tumor monocytes and macrophages activate IRE1 RNase at the B16 tumor site, indicating that tumor-infiltrating myeloid cells set different thresholds for triggering IRE1/XBP1s activity. Further work is required to reveal how these different modes of IRE1 RNase activation are wired to functional outputs in tumor myeloid cells.

Our work also uncovers differences between double IRE1 RNase/XBP1s deletion and single XBP1s deletion in DCs, as the latter but not the former mice line exhibit increased melanoma tumor growth, reduced effector cytokine-producing T cells and reduced precursor exhausted T cells at the tumor site. These IRE1 RNase-dependent effects are likely attributed to compensatory RIDD activation, which is reported to occur upon genetic loss of XBP1s in a subset of cells including cDC1s, plasma cells and hepatocytes (21, 34, 48, 49). In this context, the activation of RIDD upon XBP1 loss is a matter that should be carefully assessed when studying XBP1 deficient models. However, the intensity of RIDD elicited in response to XBP1s deletion in tumor cDC1s is arguably non-physiological and it may not be recapitulated during tumor growth in wild type conditions. Thus far, the role of RIDD in physiology remain speculative and future studies should investigate if certain tumors can cause RIDD to fine tune the function of tumor cDC1s. The transcriptomic analysis provided here does not identify potential RIDD targets with direct immunoregulatory functions, suggesting that additional mechanisms (such as microRNA control, metabolic regulation) may be responsible for the phenotypes observed. 

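The 8 DEGs of XBP1 ΔDCIRE1 truncDC against XBP1 ΔDC cDC1s were lower in XBP1 ΔDC than in control and higher again in XBP1 ΔDCIRE1 truncDC, the direction a transcript cleaved by IRE1 would take. Both comparisons use the same XBP1 ΔDC pools, so opposite signs in them are partly built in. *Slc1a5*, an amino acid transporter gene on chromosome 7 of GRCm38 (16781340 to 16798274), fell by 0.86 in XBP1 ΔDC on the log2 scale (adjusted p = 9.88e-05 from edgeR). In XBP1 ΔDCIRE1 truncDC against XBP1 ΔDC it rose by 0.95 (adjusted p = 4.36e-05 from edgeR), and by 0.94 with the replicate number as a block. *Fam134c* had log2 fold changes of -1.14 in XBP1 ΔDC against control (adjusted p = 3.81e-04 from edgeR) and 1.07 in XBP1 ΔDCIRE1 truncDC against XBP1 ΔDC (adjusted p = 0.00391 from edgeR). In XBP1 ΔDC replicate 3 it lay apart from the other pools, at 14.13 CPM. *Notch4* had log2 fold changes of -1.28 (adjusted p = 3.81e-04 from edgeR) and 1.03 (adjusted p = 0.0164 from edgeR) in the same comparisons, and *Fgl2* of -0.81 and 0.79 (adjusted p = 0.0410 for the latter from edgeR), the last of these chosen after its values were seen. The other members were *Itgb2*, *Rnf130*, *Bloc1s1* and *Fcrla*. With the block, *Fam134c* and *Notch4* had log2 fold changes of 1.09 and 0.96 but adjusted p of 0.0943 and 0.114 from edgeR (up to 0.0943 and 0.201 over 27 settings, where *Notch4* lost its call in 7), where same-numbered pools had a mean correlation of -0.221.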

Also, XBP1^ΔDC^ mice have normal cross-presentation of tumor antigens, which is distinct to observations in steady state cDC1s from the same mouse line (21). A possibility accounting for these differences is that tumors display additional antigen presentation strategies not commonly observed in steady state, such as crossdressing (50, 51), which may bypass the effect of XBP1s loss. Also, *tapbp* mRNA, a reported RIDD target in splenic cDC1s (21) is not found as DEG in XBP1 deficient tumor cDC1s. 

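*Tapbp*, which encodes the peptide-loading protein tapasin (chromosome 17 of GRCm38, 33915899 to 33929292), was at 1237 ± 105 CPM in control (SD, n = 4). It was at 854 ± 146 CPM in XBP1 ΔDC (SD, n = 4) and 1379 ± 99.9 CPM in XBP1 ΔDCIRE1 truncDC cDC1s (SD, n = 3). In XBP1 ΔDC against control the log2 fold change was -0.53 (standard error 0.111, adjusted p = 0.0427 from edgeR), short of the 1.5-fold limit. All XBP1 ΔDC pools lay below all control pools. Across 27 other settings the log2 fold change ranged from -0.62 to -0.44, and *Tapbp* was a DEG in 1 of them. The log2 fold change was 0.16 in XBP1 ΔDCIRE1 truncDC against control cDC1s (adjusted p = 0.705 from edgeR). For XBP1 ΔDCIRE1 truncDC against XBP1 ΔDC it was 0.69 (standard error 0.118, adjusted p = 0.0639 from edgeR), and 6 of the 27 settings made it a DEG. With the replicate number as a block it was 0.66 (adjusted p = 0.278 from edgeR), where the mean correlation of same-numbered pools was -0.221.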

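*Fcrla* lies on chromosome 1 of GRCm38 (170917576 to 170927583, minus strand). It was at 62.4 ± 6.73 CPM in control (SD, n = 4), 15.9 ± 2.89 CPM in XBP1 ΔDC (SD, n = 4) and 84.2 ± 20.4 CPM in XBP1 ΔDCIRE1 truncDC tumor cDC1s (SD, n = 3). Raw counts were 1433 to 1633 per control pool, 296 to 439 per XBP1 ΔDC pool and 1319 to 2320 per XBP1 ΔDCIRE1 truncDC pool. The log2 fold change in XBP1 ΔDC against control was -1.97 (standard error 0.167, adjusted p = 1.18e-04 from edgeR). With each pool left out in turn it stayed between -2.10 and -1.90. Against control it was 0.43 in XBP1 ΔDCIRE1 truncDC (standard error 0.170, adjusted p = 0.352 from edgeR). Between XBP1 ΔDCIRE1 truncDC and XBP1 ΔDC it was 2.40 (standard error 0.176, adjusted p = 3.23e-05 from edgeR). With the replicate number as a block that value was 2.39 (adjusted p = 0.00217 from edgeR), where same-numbered pools had a mean correlation of -0.221. Counts show the level of the transcript and not whether IRE1 cleaves it.

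**Figure D3:**
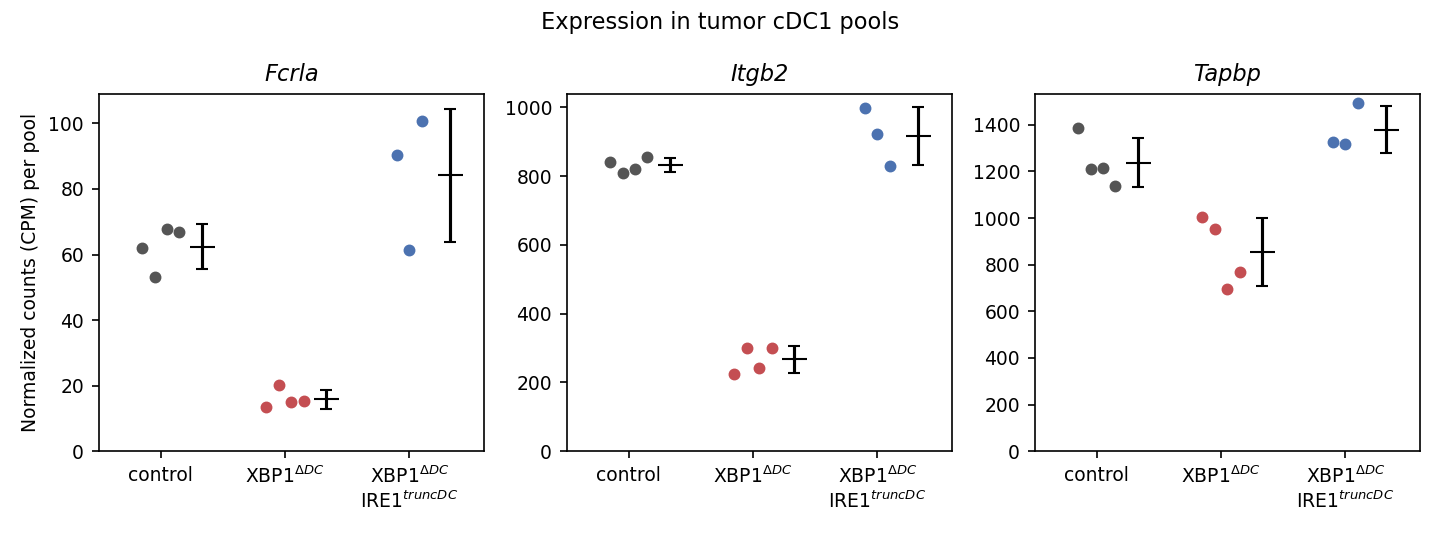
Normalized CPM (vertical axis, from 0) of Fcrla, Itgb2 and Tapbp in control, XBP1 ΔDC and XBP1 ΔDCIRE1 truncDC cDC1s. Points are pools, and the mean ± SD stands beside them. Fcrla in XBP1 ΔDC pools lies between 13.4 and 20.1 CPM, below the lowest control pool at 53.1 CPM.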

In fact, one candidate identified in this analysis as a potential RIDD substrate is the ER-resident FC receptor Like A (*Fcrla)*, which has been previously identified as part of a BATF3/IRF8 transcriptional program that confers tumor immunogenicity in cDC1s independently of cross-presentation (52). Thus, whether RIDD -dependent degradation of *Fcrla* mRNA by cDC1s contribute to increase tumor growth is a hypothesis that remains to be formally demonstrated. In addition, and as reported in infection (53), tumors may potentially induce ‘emergency DC-poiesis’, a process in which tissues receive a large influx of pre-DCs from the bone marrow that rapidly differentiate into cDCs to supply demand. Whether this type of process occurs in tumors and if newly differentiated DCs show differential responses to ablation of UPR components remains to be investigated.

Our data also show that the mechanisms controlled by IRE1/XBP1s in other tumor myeloid cells cannot be extrapolated to intratumoral cDCs. PD-L1 expression, a reported IRE1 target in TAMs (28), is not regulated by the pathway in tumor cDCs. Also, the core of triglyceride biosynthesis genes regulated by XBP1s in DCs from ovarian cancer (26) are not found as DEG in XBP1 deficient tumor cDC1s from this study. These differences may explain the divergent outcomes in tumor growth showed by the same XBP1^ΔDC^ mice line in the B78ChOVA model compared to ovarian cancer (26) or with mice lacking XBP1s in macrophages in melanoma studies (27). 

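Adjusted over the 24 tested genes of the triglyceride biosynthesis set alone, 1 gene had p under 0.05 in XBP1 ΔDC against control tumor cDC1s and 2 did in XBP1 ΔDCIRE1 truncDC. These genes, and *Dgat1* and *Dgat2*, were chosen after their values were seen. In XBP1 ΔDC it was *Srebf1*, with a log2 fold change of -0.32 (standard error 0.0720, adjusted p over all genes = 0.0690 from edgeR). The genes in XBP1 ΔDCIRE1 truncDC were *Pck2*, with 0.82 (adjusted p over all genes = 0.10 from edgeR), and *Scarb1*, with -0.29 (adjusted p over all genes = 0.171 from edgeR). Adjusted over all 10951 genes, 0 passed in either line. *Dgat2*, a gene of the last step of triglyceride synthesis, was at 7.70 ± 3.35 CPM in control (SD, n = 4) and 3.52 ± 1.49 CPM in XBP1 ΔDC (SD, n = 4). Between these, the log2 fold change was -1.13 with a standard error of 0.392 (adjusted p = 0.416 from edgeR). *Dgat1* had a log2 fold change of 0.15 in XBP1 ΔDC with a standard error of 0.245 (adjusted p = 0.965 from edgeR).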

Combining this data, we must consider that the IRE1 outputs in tumor DCs may drastically differ depending on the subset and the cancer type.

Finally, multiple efforts are focused on the development of pharmacological compounds targeting the IRE1 RNase active site and XBP1s *in vivo*, many of which have shown translational potential in cancer (54–57). A study revealed that RIDD regulates expression of the MHC-I heavy chain mRNAs in DCs and that pharmacological IRE1 RNase inhibition attenuates tumor growth in 4T1 and CT26 models, by a mechanism proposed to be dependent on DC cross-presentation (55). 

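For the MHC-I heavy chain mRNAs of tumor cDC1s, 6 of 8 genes in a list passed the expression filter, and 0 were DEGs in either line against control. In XBP1 ΔDC 1 gene, *H2-M3*, had an unadjusted p under 0.05, and in XBP1 ΔDCIRE1 truncDC 0 did. *H2-K1* (chromosome 17 of GRCm38, 33996017 to 34000347) was at 1412 ± 151 CPM in control (SD, n = 4), 1395 ± 255 CPM in XBP1 ΔDC (SD, n = 4) and 1661 ± 353 CPM in XBP1 ΔDCIRE1 truncDC (SD, n = 3). Its log2 fold change was -0.02 in XBP1 ΔDC (standard error 0.143, adjusted p = 0.993 from edgeR) and 0.23 in XBP1 ΔDCIRE1 truncDC (standard error 0.154, adjusted p = 0.644 from edgeR). *H2-D1* (chromosome 17, 35262730 to 35267499) was at 1585 ± 124 CPM in control (SD, n = 4), 1558 ± 271 CPM in XBP1 ΔDC (SD, n = 4) and 1719 ± 236 CPM in XBP1 ΔDCIRE1 truncDC (SD, n = 3). Its log2 fold change was -0.02 in XBP1 ΔDC (standard error 0.119, adjusted p = 0.989 from edgeR) and 0.12 in XBP1 ΔDCIRE1 truncDC (standard error 0.128, adjusted p = 0.818 from edgeR). The sign of both genes in XBP1 ΔDC changed when some single pools were left out, so neither has a direction. Over all 6 genes the log2 fold changes ran from -0.22 to 0.19 in XBP1 ΔDC and from -0.20 to 0.52 in XBP1 ΔDCIRE1 truncDC. The counts do not say how reads shared between these paralogs were assigned.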

Even though we do not find MHC-I heavy chain mRNAs as DEGs in this study, and we do not find an improved antitumor response in XBP1^ΔDC^IRE1^truncDC^ animals, future studies are required to comprehensively integrate these findings. Based on the work presented here, our data argues against a general pro-tumorigenic role for IRE1/XBP1s axis in cDCs from immunoresponsive B16/B78 and MC38 tumors.

## 4 Materials and methods

### 4.1 Experimental model and subject details

#### 4.1.1 Mice

ER-stress Activation Indicator (ERAI) (33) and non-transgenic control (WT) littermates, XBP1^WT^[XBP1fl/fl (35)], XBP1^ΔDC^ [XBP1fl/fl x *Itgax*-Cre (36)], XBP1^WT^IRE1^WT^ [XBP1fl/fl x IRE1fl/fl (37)], XBP1^ΔDC^IRE1^truncDC^ (XBP1fl/fl x IRE1fl/fl x *Itgax* -Cre), XBP1^ΔcDC1^ [XBP1fl/fl x *Xcr1*-Cre (42)] and XBP1^ΔcDC1^IRE1^trunc-cDC1^ (XBP1fl/fl x IRE1fl/fl x *Xcr1*-Cre) were bred at the animal facilities of Universidad de Chile, Fundación Ciencia & Vida or the VIB-UGent institute, under specific pathogen-free conditions. 

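In the GENCODE vM21 annotation of GRCm38, the main *Xbp1* transcript lies on chromosome 11 from 5520659 to 5525893 on the plus strand and has 5 exons over 2129 bases. Its exon 2, from 5521923 to 5522019, has 97 bases, which is 4.6% of the transcript and not a multiple of 3. Removing it shifts the reading frame. The annotated transcript is the form not spliced by IRE1, so its 267-residue protein is not XBP1s. With exon 2 removed, this protein becomes one of 74 residues, of which 69 are shared and 5 new before a stop in exon 3. Exons 3, 4 and 5 stay in the transcript. *Ern1* lies on chromosome 11 from 106394650 to 106487796 on the minus strand and has 22 exons over 6946 bases. Its exon 20, from 106400195 to 106400318, has 124 bases, and exon 21, from 106399772 to 106399839, has 68. Together they make up 192 bases, or 2.8% of the transcript, and removing them keeps the frame. The 977-residue protein then becomes one of 913, of which the final 70 residues come from exon 22. Neither deletion takes out enough of a transcript for counts per gene to measure it.

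**Figure D4:**
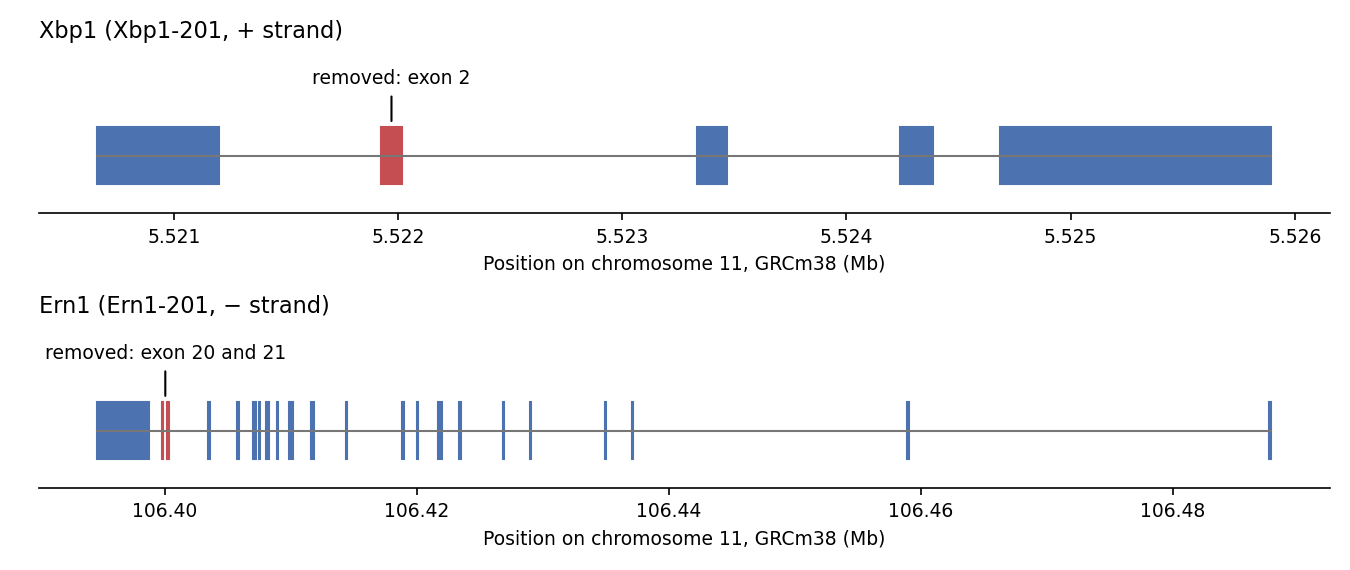
Exons of Xbp1 and Ern1 along chromosome 11 of GRCm38 (horizontal axis, position in Mb). The deleted exon 2 of Xbp1 and exons 20 and 21 of Ern1 are marked.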

Briefly, XBP1fl/fl mice allow cre-mediated recombination of the exon 2 of *Xbp1*, resulting in absence of the transcription factor (21), while IRE1fl/fl mice delete exons 20-21 of the *Ern1* gene upon cre-mediated recombination, which generates a truncated IRE1 isoform lacking the RNase domain (21, 37). Pmel-1 mice (41) were kindly donated by Dr F. Salazar-Onfray. All mice were kept on a C57BL/6 background. Litters with mice of both sexes at 6–14 weeks of age were used for experiments.

#### 4.1.2 Cell lines

B78ChOVA cells were kindly provided by Dr. Matthew Krummel (UCSF) (2). B16-F10 cells were obtained from ATCG (#CRL-6475). MC38 cell line (58) was provided by Dr. Álvaro Lladser (FCV) (Universidad San Sebastian) and by Prof. Dr. Jannie Borst (LUMC). OP9 cells expressing Notch ligand DL1 (OP9-DL1) (59) were kindly provided by Dr. Juan Carlos Zuñiga-Pflucker (Sunnybrook Research Institute, Canada). B16-F10-mCherry-OVA originate from (60). Cells were cultured under standard conditions prior to injection into mice. Briefly, cells were cultured in DMEM (B78ChOVA/B16ChOVA/MC38) or RPMI-1640 (B16-F10/MC38) supplemented with 10% v/v inactivated fetal bovine serum (FBS, Gibco), 100 U/mL penicillin (Corning), 100 µg/mL streptomycin (Corning) and 0.55 mM 2-Mercaptoethanol (Gibco). For MC38 culture, media was supplemented additionally with non-essential amino acids (ThermoFisher Scientific), 1 mM sodium pyruvate (ThermoFisher Scientific) and 10 mM HEPES (Gibco). Cells were cultured on T75 tissue-culture treated plastic flasks at 37°C, 5% CO_2_. Cells were split every other day. OP-DL1 cells were cultured in MEM-alpha medium supplemented with 20% FBS (Gibco), 100 U/mL penicillin (Corning), 100 µg/mL streptomycin (Corning), 1mM sodium pyruvate (Gibco) and 0.55 mM 2-Mercaptoethanol (Gibco).

### 4.2 Method details

#### 4.2.1 Tumor model

Tumor cell lines were harvested, washed with PBS, and resuspended in a final injection volume of 50 μl PBS. 5x10^5^ (B16-F10/B78ChOVA/B16ChOVA) or 1x10^6^ (MC38) tumor cells were injected in the right flank of shaved mice intradermally and allowed to grow for 10-15 days. For tumor growth curves, tumor size was determined by two orthogonal measurements with a caliper and the volume was estimated as (width^2 x length)/2.

#### 4.2.2 Preparation of cell suspensions

Tumors were minced and digested in HBSS with Collagenase D (1 mg/mL, Roche) or Collagenase A (2mg/ml, Roche) and DNAse I (50 μg/mL, Roche) for 30 minutes at 37°C in a water bath. Digested tissue was then passed through a 70 μm cell strainer, followed by red blood cell lysis with RBC lysis buffer (Biolegend). Single cells were kept on ice.

For whole intratumoral immune cell profiling and DC stainings, CD45-biotin magnetic positive selection (MACS, Miltenyi) was performed to enrich for total tumor immune infiltrate.

For intratumoral T cell stainings, hematopoietic cells were enriched by density gradient centrifugation with 40/70 Percoll (GE Healthcare) for 20 min at 700xg.

Tumor draining lymph nodes (tdLNs) and spleens were minced and digested in RPMI 1640 with Collagenase D (1 mg/mL, Roche) and DNAse I (50 μg/mL, Roche) for 45 minutes at 37°C in a water bath. Digested tissue was then passed through a 70 μm cell strainer and single cells were kept on ice. For spleens, red blood cells were lysed using RBC lysis buffer (Biolegend).

#### 4.2.3 Bone marrow derived cDC1s generation and tumor lysate stimulation

Bone marrow cells from femurs and tibias were cultured in presence of 100 ng/ml recombinant human FLT3-L (Peprotech). After three days of differentiation, cells were plated onto a monolayer of OP9-DL1 stromal cells and co-cultured for additional 6 days in P24 plates as previously reported (61, 62).

For tumor lysate preparation B78ChOVA cells were washed twice with PBS, resuspended at 8x10^6^ cells/mL in RPMI supplemented with 10% FBS and aliquoted in cryotubes. Cell suspensions were subjected to heat-shock (42°C for 60 min) followed by three cycles of freeze/thaw (liquid nitrogen/waterbath at 37°C). Tumor lysates were stored at -80°C until use.

BM-derived cDC1s were harvested and plated with B78ChOVA lysates (50 uL/mL) in round-bottom p96 plates. After 14h, Brefeldin A (GolgiPlug, BD) was added and four hours later, cells were harvested. Next, cells were fixed and permeabilized using BD Cytofix/Cytoperm fixation/permeabilization kit (BD) followed by intracellular staining of IL-12p40 and analysis by FACS.

#### 4.2.4 RNA isolation, Xbp1s splicing assay and RT-qPCR

RNA was isolated by using the RNeasy Plus Micro Kit (Qiagen) according to manufacturer’s protocol. Amplified cDNA was prepared by using the Ovation PicoSL WTA System V2 kit (TECAN) and cleaned up with the MinElute Reaction Cleanup kit (Qiagen). Conventional PCR was performed with GoTaq G2 Green Master Mix 2X (Promega) on a thermal cycler (BioRad). The following primers were used for conventional PCR amplification of total Xbp1: Fwd: 5’-ACACGCTTGGGAATGGACAC-3’ and Rev: 5’-CCATGGGAAGATGTTCTGGG-3’ (21); and for beta actin (*Actb*): Fwd 5’-GTGACGTTGACATCCGTAAAGA-3’ and Rev: 5’-GCCGGACTCATCGTACTCC-3’. PCR products were analyzed on agarose gels. RT-qPCR was performed with the SensiFAST SYBR No-ROX kit (Bioline) on a LightCycler 480 (Roche). mRNA expression was analyzed using qbase+ 3.2 (Biogazelle). The following primers were used for RT-qPCR: Ern1 (exon19-20): Fwd: 5’-TGCTGAAACACCCCTTCTTC-3’ and Rev: 5’-GCCTCCTTTTCTATTCGGTCA-3’. Xbp1 (exon2): Fwd: 5’-CAGCAAGTGGGGATTTGG-3’ and Rev: 5’-CGTGAGTTTTCTCCCGTAAAAG-3’. Ywhaz: Fwd: 5’-CTCTTGGCAGCTAATGGGCTT-3’ and Rev: 5’-GGAGGTGGCTGAGGATGGA-3’. Sdha: Fwd: 5’- TTTCAGAGACGGCCATGATCT -3’ and Rev: 5’-TGGGAATCCCACCCATGTT-3’.

#### 4.2.5 Flow cytometry and cell sorting

For surface staining, cells were incubated with anti-Fc receptor antibody and then stained with fluorochrome-conjugated antibodies (Supplementary Reagents and Tools Table) in FACS buffer (PBS + 1% FBS + 2mM EDTA) for 30 min at 4°C. Viability was assessed by staining with fixable viability Zombie (BioLegend), Fixable Viability Dye (eBioscience) or LIVE/DEAD fixable (Invitrogen). Flow cytometry was performed on BD LSR Fortessa or FACSymphony (BD Biosciences) instruments using FACSDiva software (BD Biosciences). Analysis of flow cytometry data was done using FlowJo software. Cell sorting was performed using FACS Aria II and Aria III, and FACS Symphony S6 (BD Biosciences).

#### 4.2.6 Transcription factors and granzyme B intracellular staining

After surface staining, cells were fixed and permeabilized using Foxp3 transcription factor staining set (eBioscience) followed by intracellular staining of transcription factors (Foxp3, Tcf1, Tox) and/or granzyme B as indicated by the manufacturer protocol.

#### 4.2.7 T cell stimulation and intracellular cytokine staining

Tumor and TdLN cell suspensions were stimulated *ex-vivo* with 0.25 μM phorbol 12- myristate 13-acetate (PMA; Sigma) and 1 μg/mL Ionomycin (Sigma) at 37°C and 5% CO_2_ for 3.5 hr in the presence of Brefeldin A (BD GolgiPlug), or alternatively, with eBioscience™ Cell Stimulation Cocktail plus protein transport inhibitors (Thermo Fisher Scientific, 00-4975-93). After stimulation, cells were surface stained as mentioned above. Then, cells were fixed and permeabilized using BD Cytofix/Cytoperm fixation/permeabilization kit (BD) followed by intracellular staining of cytokines (IFN-γ, IL-2 and TNF-α) as indicated by the manufacturer protocol.

#### 4.2.8 Tetramer staining

For OVA-specific CD8+ T cell quantification cells were incubated with PE H2-K^b^-OVA (SIINFEKL) tetramers (MBL) at room temperature for 30 min protected from light, followed by surface staining and FACS analysis.

#### 4.2.9 t-SNE and clustering

For tSNE visualization of tumor immune infiltrate a multicolor flow cytometry panel was used including 19 parameters (FSC, SSC, Viability, CD45, VenusFP, XCR1, CD4, NK1.1, CD26, F4/80, Ly6G, MHCII, CD24, CD3e, Ly6C, CD8a, CD11c, CD11b, CD19). Cells were compensated for spillover between channels and pre-gated on CD45+ Live singlets using FlowJo. Flowjo workspace was imported into the R environment using CytoML v2.4.0, FlowWokspace v4.4.0 and FlowCore v2.4.0 packages (63–65). The intensity values of marker expression were then biexp-transformed via the flowjo_biexp_trans function of FlowWorkspace using parameters ChannelRange=4096, maxValue=262144, pos=4.5, neg=0 and widthBasis=-10. Subsequently 5.000 cell events from each mouse (4 WT and 4 ERAI) were randomly sampled and combined for a total of 40.000 single cells. Sampled data was min-max normalized, and subjected to dimensionality reduction by Barnes-Hutts implementation of t-Distributed Stochastic Neighbor Embedding (tSNE) using RtSNE v0.15 package (66). Thirteen parameters were used for tSNE construction (XCR1, CD4, NK1.1, CD26, F4/80, Ly6G, MHCII, CD24, CD3e, Ly6C, CD8a, CD11c, CD11b and CD19) and the parameters were set to iterations=1000 and perplexity =30. After dimensionality reduction, automatic clustering was performed using density based spatial clustering (DBSCAN) using DBSCAN v1.1.8 package (67). Dotplot for marker expression among clusters and Violin plots for VenusFP were then generated using ggplot2 v3.3.5 package (68).

#### 4.2.10 *In vivo* T cell proliferation assay

LN cells from pmel-1 TCR transgenic mice were isolated and enriched for CD8+ T cells by magnetic negative selection using CD8+ T cell isolation kit (MACS, Miltenyi). Enriched CD8+ T cells were surface stained and naïve CD8+ T cells were purified by cell sorting (CD8a+, CD62L high, CD44low, CD25 neg). After sorting, naïve CD8+ T cells were labeled with Cell Trace Violet (CTV, Invitrogen). 1x10^6^ naïve CD8+ T cells were adoptively transferred into B16-F10 tumor-bearing mice at day 7 after tumor challenge. *In vivo* proliferation and CD44/CD25 expression of transferred T cells was analyzed by FACS in tumor draining lymph nodes 4 days after adoptive transfer.

#### 4.2.11 RNA-seq

Cell suspensions from tumor tissue pooled from 2-4 B16 bearing mice were enriched in immune cells by positive selection with CD45+ biotin magnetic beads (MACS, Miltenyi). Enriched cells were surface stained and 5-20 x10^3^ intratumoral cDC1s were sorted directly in RLT lysis buffer (Qiagen) containing 2-mercaptoethanol. Immediately after sorting, collected cells were homogenized through vortex and frozen on dry ice before storage at -80°C. Total RNA was extracted with RNAeasy Plus Micro kit (Qiagen). RNA sequencing was performed at VIB Nucleomics Core using SMART-seq v4 pre-amplification followed by single-end sequencing on Illumina NextSeq500. Preprocessing of the RNA-seq data was performed by Trimmomatic v0.39 and quality control by FastQC v0.11.8. Mapping to the reference mouse genome was performed by STAR v2.7.3a and HTSeqCount v0.11.2 was used for counting. Limma v3.42.2 (69) was used to normalize the data. Genes which did not meet the requirement of a count per million (cpm) value larger than 1 in at least 4 samples were filtered. This resulted in an expression table containing 11066 genes. 

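In the deposited count table, 10951 genes exceeded 1 CPM in at least 4 pools, the number tested here. With at least 5 pools the number was 10803, and with at least 2 it was 11369. The deposited table of normalized values holds exactly the genes that exceed 1 CPM in at least 3 pools. Its values equal the log2 CPM that limma's voom function computes from the counts after TMM scaling, with a largest difference of 5e-14.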

EdgeR v3.28.0 (70) was utilized to perform differential expression analysis. Benjamini-Hochberg correction was used to adjust the p-values for multiple testing. Differentially expressed genes were filtered as genes with a |FC| > 1.5 and adjusted p-value < 0.05 (**Supplementary Table 1**). Heatmaps were created using pheatmap v1.0.12 package (71) on log2 normalized and mean centered gene expression data.

#### 4.2.12 Gene set enrichment analysis

Over-Representation Analysis (ORA) and Gene Set Enrichment Analysis (GSEA) were performed using *ClusterProfiler* v4.0.5 package (72) in R and Gene Ontology (GO) knowledgebase gene sets. ORA results were considered significant when the q-value was below 0.01. GSEA was performed on pre-ranked mode using as rank metric the signed log10 transformed p-values derived from the differential expression analysis. GSEA was run using the GO : BP database or literature gene sets of Xbp1- and RIDD-targets (34) (**Supplementary Table 2**). Results were considered significant when the adjusted p-value was below 0.05. Normalized expression values of the genes of interest from the literature gene sets (e.g. XBP1-targets) were transformed to z-scores (z = (x - µ)/σ) and the average z-score for each group (genotype) was visualized with box plots.

### 4.3 Quantification and statistical analysis

No statistical methods were used to predetermine sample size. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment. Statistical analysis was conducted using GraphPad Prism software (v9.1.2). Results are presented as mean ± SEM. Two groups were compared using two tailed t-test for normal distributed data (Shapiro-Wilk test) or using a non-parametric two-tailed Mann-Whitney test as indicated in figure legends. Multiple groups were compared using one-way ANOVA with Tukey post-test. A p-value < 0.05 was considered statistically significant.

### 4.4 Study approval

All animal procedures were approved and performed in accordance with institutional guidelines for animal care of the Fundación Ciencia y Vida, the Faculty of Medicine, University of Chile and the VIB site Ghent-Ghent University Faculty of Sciences and were approved by the local ethics committee.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GEO: GSE195439.

## Ethics statement

All animal procedures were performed in accordance with institutional guidelines for animal care of the Fundación Ciencia y Vida, the Faculty of Medicine, University of Chile and the VIB site Ghent-Ghent University Faculty of Sciences and were approved by the local ethics committee.

## Author contributions

FF-S, MB, SJ and FO designed the research. FF-S, SR, EV, SG, CF, DFi did the experiments. FF-S, SR, SJ and FO analyzed the results. CD and CM helped with RNA-seq data analysis. DFe provided technical assistance and experimental expertise, TI and ÁL provided critical reagents. FF-S and FO wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Nuanced role for dendritic cell intrinsic IRE1 RNase in the regulation of antitumor adaptive immunity
**Source:** Front Immunol. 2023 Jun 6;14:1209588. doi: 10.3389/fimmu.2023.1209588

## *Supplementary Material*

### **Nuanced role for dendritic cell intrinsic IRE1 RNase in the regulation of antitumor adaptive immunity**

**Felipe Flores-Santibañez, Sofie Rennen, Dominique Fernandez, Clint De Nolf, Evelien Van De Velde, Sandra Gaete, Camila Fuentes, Carolina Moreno, Diego Figueroa, Álvaro Lladser, Takao Iwawaki, María Rosa Bono, Sophie Janssens\* and Fabiola Osorio\***

Fabiola Osorio  
Immunology Program  
Institute of Biomedical Sciences  
Faculty of Medicine  
Universidad de Chile  
Av. Independencia 1027  
Postal code: 8380453  
Santiago  
Chile  

Sophie Janssens  
Laboratory for Endoplasmic Reticulum Stress and Inflammation  
VIB Center for Inflammation Research,  
Technologiepark 71  
B-9052 Zwijnaarde  
Ghent  
Belgium  

**1 Reagents and tools table**

| REAGENT or RESOURCE   | SOURCE                   | IDENTIFIER                                     |
|-----------------------|--------------------------|------------------------------------------------|
| <b>Antibodies</b>     |                          |                                                |
| B220 BV510            | Biolegend                | clone RA3-6B2; #cat 103222; RRID:AB_313005     |
| B220 PE-Cy5           | Biolegend                | clone RA3-6B2; #cat 103209; RRID:AB_312994     |
| CD11b BV785           | Biolegend                | clone M1/70; #cat 101243; RRID:AB_2561373      |
| CD11c APC             | Thermo Fisher Scientific | clone N418; #cat 17-0114-82; RRID:AB_469346    |
| CD11c BV711           | Biolegend                | clone N418; #cat 117349; RRID:AB_2563905       |
| CD16/32 (FcBlock)     | Biolegend                | clone 93; #cat 101302; RRID:AB_312801          |
| CD18 PE               | BD Biosciences           | clone C71/16; #cat 553293; RRID:AB_394762      |
| CD19 BUV737           | BD Biosciences           | clone 1D3; #cat 564296; RRID:AB_2716855        |
| CD25 PE               | Tonbo Bioscience         | clone PC61.5; #cat 50-0251; RRID:AB_2621757    |
| CD26 PE-Cy7           | Biolegend                | clone H194-112; #cat 137809; RRID:AB_2564311   |
| CD274 (PD-L1) PE      | Thermo Fisher Scientific | clone MIH5; #cat 12-5982-82; RRID:AB_466089    |
| CD3 BV711             | Biolegend                | clone 17A2; #cat 100241; RRID:AB_2563945       |
| CD39 SuperBright600   | Thermo Fisher Scientific | clone 24DMS1; #cat 63-0391-82; RRID:AB_2717037 |
| CD3 $\epsilon$ BV510  | Biolegend                | clone 145-2C11; #cat 100353; RRID:AB_2565879   |
| CD3 $\epsilon$ PE-Cy5 | Biolegend                | clone 145-2C11; #cat 100309; RRID:AB_312674    |

|                      |                          |                                                |
|----------------------|--------------------------|------------------------------------------------|
| CD4 APC-Cy7          | Tonbo Bioscience         | clone GK1.5; #cat 25-0041; RRID:AB_2904484     |
| CD4 PE/Dazzle 594    | Biolegend                | clone GK1.5; #cat 100455; RRID:AB_2565844      |
| CD40 APC             | Biolegend                | clone 3/23.; #cat 124611; RRID:AB_1134081      |
| CD44 PerCP           | Biolegend                | clone IM7; #cat 103036; RRID:AB_10645506       |
| CD44 FITC            | Biolegend                | clone IM7; #cat 103006; RRID:AB_312957         |
| CD45 BV785           | Biolegend                | clone 30-F11 ; #cat 103149; RRID:AB_2564590    |
| CD45 Alexa Fluor 700 | Biolegend                | clone 30-F11; #cat 103127; RRID:AB_493714      |
| CD45 BUV395          | BD Biosciences           | clone 30-F11; #cat 564279; RRID:AB_2651134     |
| CD45 BV650           | Biolegend                | clone 30-F11; #cat 103151; RRID:AB_2565884     |
| CD45.1 APC-Cy7       | Biolegend                | clone A20; #cat 110715; RRID:AB_313504         |
| CD62L PE-Cy7         | Biolegend                | clone MEL-14 ; #cat 104418; RRID:AB_313103     |
| CD64 BV711           | Biolegend                | clone X54-5/7.1 ; #cat 139311; RRID:AB_2563846 |
| CD64 PE/Dazzle 594   | Biolegend                | clone X54-5/7.1; #cat 139319; RRID:AB_2566558  |
| CD64 PerCP-Cy5.5     | Biolegend                | clone X54-5/7.1; #cat 139307; RRID:AB_2561962  |
| CD8a APC-Cy7         | Tonbo Bioscience         | clone 53-6.7; #cat 25-0081; RRID:AB_2621623    |
| CD8a BV650           | Biolegend                | clone 53-6.7; #cat 100742; RRID:AB_2563056     |
| CD8a eFluor 450      | Thermo Fisher Scientific | clone 53-6.7; #cat 48-0081-80; RRID:AB_1272235 |

|                          |                          |                                                  |
|--------------------------|--------------------------|--------------------------------------------------|
| F4/80 Biotin             | Biolegend                | clone BM8; #cat 123105; RRID:AB_893499           |
| FOXP3 PE-Cy7             | Thermo Fisher Scientific | clone FJK-16s; #cat 25-5773-82; RRID:AB_891552   |
| Granzyme B PE Texas RED  | Thermo Fisher Scientific | clone GB11; #cat GRB17; RRID:AB_2536540          |
| I-A/I-E (MHC-II) APC-Cy7 | Biolegend                | clone M5/114.15.2; #cat 107627; RRID:AB_1659252  |
| IFN- $\gamma$ PE         | Thermo Fisher Scientific | clone XMGI.2; #cat 12-7311-82; RRID:AB_466193    |
| IL-12p40 eFluor660       | Thermo Fisher Scientific | clone C17.8; #cat 50-7123-80; RRID:AB_11218284   |
| IL-2 PE-Cy7              | Thermo Fisher Scientific | clone JES6-5H4; #cat 25-7021-82; RRID:AB_1235004 |
| Ly6C BV605               | Biolegend                | clone HK1.4; #cat 128035; RRID:AB_2562352        |
| Ly6G Alexa Fluor 700     | Biolegend                | clone 1A8; #cat 127622; RRID:AB_10643269         |
| NK1.1 PerCP-Cy5.5        | Biolegend                | clone PK136; #cat 108727; RRID:AB_2132706        |
| PD1 PE                   | Biolegend                | clone 29F.1A12; #cat 135206; RRID:AB_1877231     |
| PD1 BV421                | Biolegend                | clone 29F.1A12; #cat 135217; RRID:AB_10900085    |
| TCF1 Alexa Fluor 488     | Cell Signaling           | clone C63D9; #cat CS.6444S; RRID:AB_2797627      |
| TIM3 PECy7               | Biolegend                | clone RMT3-23; #cat 119716; RRID:AB_2571933      |
| TNF- $\alpha$ APC        | Biolegend                | clone MP6-XT22; #cat 506307; RRID:AB_315428      |
| TOX APC                  | Miltenyi Biotec          | clone REA473; #cat 130-118-335; RRID:AB_2751485  |

|                       |                          |                                         |
|-----------------------|--------------------------|-----------------------------------------|
| XCR1 BV650            | Biolegend                | clone ZET; #cat 148220; RRID:AB_2566410 |
| XCR1 PE               | Biolegend                | clone ZET; #cat 148204; RRID:AB_2563843 |
| CD16/32 (FcBlock)     | Bioceros                 | Clone 2.4G2                             |
| CD103 BUV395          | BD Biosciences           | Clone M290; 740238                      |
| CD45 BUV496           | BD Biosciences           | Clone 30-F11; 749889                    |
| CD11c BUV737          | BD Biosciences           | Clone HL3; 612796                       |
| MHCII BUV805          | BD Biosciences           | Clone M5/114.15.2; 748844               |
| CD26 BV421            | BD Biosciences           | Clone H194-112; 740021                  |
| CD3e BV605            | Biolegend                | Clone 145-2c11; 100351                  |
| CD19 BV605            | Biolegend                | Clone 6D5; 115540                       |
| XCR1 BV650            | Biolegend                | Clone ZET; 148220                       |
| CD64 BV711            | Biolegend                | Clone X54-5/7.1; 139311                 |
| F4/80 BV786           | Biolegend                | Clone BM8; 123141                       |
| Ly6C PerCP-Cy5-5      | Thermo Fisher Scientific | Clone HK1.4; 45-5932-82                 |
| CD80 PE               | BD Biosciences           | Clone 16-10A1; 553769                   |
| Streptavidin PE-CF594 | BD Biosciences           | #cat 562284                             |
| CD161 PE-Cy5          | Biolegend                | Clone PK136; 108716                     |
| CD172a PE-Cy7         | Biolegend                | Clone P84; 144008                       |
| CD86 APC              | Biolegend                | Clone GL1; 105012                       |
| CD11b AF700           | BD Biosciences           | Clone M1/70; 564985                     |
| CCR7 biotin           | Thermo Fisher Scientific | Clone 4B12; 13-1971-85                  |
| IL-12p40 PE           | Thermo Fisher Scientific | Clone C17.8; 12-7123-81                 |
| CD40 APC              | Biolegend                | Clone 3/23; 124612                      |
| Foxp3 eFluor450       | Thermo Fisher Scientific | Clone FJK-16s; 48-5773-82               |
| CD11b BV605           | BD Biosciences           | Clone M1/70; 563015                     |
| CD44 BV650            | Biolegend                | Clone IM7; 103049                       |
| TCRb BV786            | Biolegend                | Clone H57-597; 109249                   |
| CD8a PerCP-Cy5-5      | Thermo Fisher Scientific | Clone 53-6,7; 45-0081-82                |
| PD-1 PE               | Biolegend                | Clone 29F.1A12; 135206                  |
| Granzyme B PE-TR      | Thermo Fisher Scientific | Clone GB11; GRB17                       |

|                                                  |                             |                                       |
|--------------------------------------------------|-----------------------------|---------------------------------------|
| CD45 APC-R700                                    | BD Biosciences              | Clone 30-F11;<br>565478               |
| CD4 APC-Cy7                                      | Tonbo Biosciences           | Clone GK1.5; 25-<br>0041-U100         |
| CD161 PE-TR                                      | BD Biosciences              | Clone PK136;<br>562864                |
| CD3 biotin                                       | Thermo Fisher<br>Scientific | Clone 145-2C11; 13-<br>0031-85        |
| CD19 biotin                                      | Thermo Fisher<br>Scientific | Clone<br>eBio1D3(1D3); 13-<br>0193-85 |
| CD64 biotin                                      | Biolegend                   | Clone X54-5/7.1;<br>139318            |
| CD161 biotin                                     | Thermo Fisher<br>Scientific | Clone PK136; 13-<br>5941-85           |
| TER119 biotin                                    | Thermo Fisher<br>Scientific | Clone TER-119; 13-<br>5921-82         |
| Ly6G biotin                                      | Biolegend                   | Clone 1A8, 127604                     |
| CD11c eFluor660                                  | Thermo Fisher<br>Scientific | Clone N418; 50-<br>0114-82            |
| MHCII APC-eFluor780                              | Thermo Fisher<br>Scientific | Clone M5/114.15.2;<br>47-5321-82      |
| CD64 BV421                                       | Biolegend                   | Clone X54-5/7.1;<br>139309            |
| Bacterial and virus strains                      |                             |                                       |
|                                                  |                             |                                       |
| Biological samples                               |                             |                                       |
| Mouse tumor draining lymph nodes (inguinal)      | This paper                  | N/A                                   |
| Mouse tumor                                      | This paper                  | N/A                                   |
| Mouse spleen                                     | This paper                  | N/A                                   |
| Mouse bone marrow                                | This paper                  | N/A                                   |
| Chemicals, peptides, and recombinant proteins    |                             |                                       |
| Recombinant Human Flt3-Ligand (FLT3-L)           | Peprtech                    | #cat 300-19                           |
| Brefeldin A                                      | Cayman Chemical             | #cat 11861                            |
| PMA                                              | Sigma                       | #cat P8139                            |
| Ionomycin                                        | Sigma                       | #cat I0634                            |
| Critical commercial assays                       |                             |                                       |
| CD45 MicroBeads, mouse                           | Miltenyi                    | RRID:AB_2877061                       |
| CD8a+ T Cell Isolation Kit, mouse                | Miltenyi                    | #cat 130-104-075                      |
| LS columns                                       | Miltenyi                    | #cat 130-042-401                      |
| BD Cytofix/Cytoperm with GolgiPlug               | BD Biosciences              | RRID:AB_2869013                       |
| Foxp3 / Transcription Factor Staining Buffer Set | eBioscience                 | #cat 00-5523-00                       |
| RNeasy Plus Micro Kit                            | Qiagen                      | #cat 74034                            |
| Ovation PicoSL WTA System V2 kit                 | TECAN                       | # cat 3312-48                         |
| iTAg Tetramer/PE - H-2 Kb OVA (SIINFEKL)         | MBL                         | #cat T03000                           |
| MinElute Reaction Cleanup kit                    | Qiagen                      | # cat 28206                           |
| CellTrace™ Violet Cell Proliferation Kit         | Thermo Fisher<br>Scientific | #cat C34557                           |
| Zombie UV™ Fixable Viability Kit                 | Biolegend                   | #cat 423107                           |

|                                                           |                                     |                      |
|-----------------------------------------------------------|-------------------------------------|----------------------|
| Zombie Green™ Fixable Viability Kit                       | Biolegend                           | #cat 423111          |
| LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit               | Thermo Fisher Scientific            | #cat L34966          |
| LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit            | Thermo Fisher Scientific            | #cat L34975          |
| eBioscience Fixable Viability dye eFluor™ 780             | Thermo Fisher Scientific            | #cat 65-0865-14      |
| eBioscience Fixable Viability dye eFluorM 506             | Thermo Fisher Scientific            | #cat 65-0866-18      |
| GoTaq G2 Green Master Mix 2X                              | Promega                             | # cat M7823          |
| SensiFAST SYBR no-ROX mix                                 | Bioline                             | #cat BIO-86020       |
| UltraComp eBeads™ Plus Compensation Beads                 | Thermo Fisher Scientific            | #cat 01-3333-42      |
| Cell Stimulation Cocktail 500x                            | Thermo Fisher Scientific            | #cat 00-4975-93      |
| MagniSort™ Streptavidin Negative Selection Beads          | Thermo Fisher Scientific            | #cat MSNB-6002-74    |
| Deposited data                                            |                                     |                      |
| RNA-seq data                                              | This paper                          | GEO: GSE195439       |
| Experimental models: Cell lines                           |                                     |                      |
| B16-F10                                                   | ATCC                                | RRID:CVCL_0159       |
| B78ChOVA: B78-mCherry OVA                                 | (Broz et al., 2014)                 | N/A                  |
| B16ChOVA: B16-F10-mCherry OVA                             | (Schuijs et al., 2020)              | N/A                  |
| MC38                                                      | (Corbett et al., 1975)              | RRID:CVCL_B288       |
| OP9-DL1                                                   | (Schmitt and Zúñiga-Pflücker, 2002) | RRID:CVCL_B218       |
| Experimental models: Organisms/strains                    |                                     |                      |
| ERAI: C57BL/6J-Tg(CAG-XBP1*/venus)#Miur/MiurRbrc          | (Iwawaki et al., 2004)              | RRID:IMSR_RBRC01099  |
| <i>Itgax</i> -Cre: B6.Cg-Tg( <i>Itgax</i> -cre)1-1Reiz/J  | The Jackson Laboratory              | RRID:IMSR_JAX:008068 |
| <i>Xcr1</i> -Cre: B6. XCR1tm3/mtfp CIPHE                  | (Mattiuz et al., 2018)              | N/A                  |
| IRE1 fl/fl: B6;129S4-Ern1<tm2.1Tiw>                       | (Iwawaki et al., 2009)              | RRID:IMSR_RBRC05515  |
| XBP1 fl/fl: Xbp1tm2Glm                                    | (Lee et al., 2008)                  | RRID:MGI:6273536     |
| Pmel-1: B6.Cg-Thy1a/Cy Tg( <i>Tcrat</i> )8Rest/J          | The Jackson Laboratory              | RRID:IMSR_JAX:005023 |
| Oligonucleotides                                          |                                     |                      |
| Primer: Splicing assay Xbp1 Forward: ACACGCTTGGGAATGGACAC | (Osorio et al., 2014)               | N/A                  |
| Primer: Splicing assay Xbp1 Reverse: CCATGGGAAGATGTTCTGGG | (Osorio et al., 2014)               | N/A                  |
| Primer: Actb Forward: GTGACGTTGACATCCGTAAAGA              | This Paper                          | N/A                  |
| Primer: Actb Reverse: GCCGGACTCATCGTACTCC                 | This Paper                          | N/A                  |
| Primer: Ern1 (exon 19-20) forward TGCTGAAACACCCCTTCTTC    | (Osorio et al., 2014)               | N/A                  |
| Primer: Ern1(exon 19-20) reverse GCCTCCTTTTCTATTCGGTCA    | (Osorio et al., 2014)               | N/A                  |

|                                                         |                          |                                                                                                                                               |
|---------------------------------------------------------|--------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Primer: Xbp1 (exon 2) forward<br>CAGCAAGTGGTGGATTTGG    | (Tavernier et al., 2017) | N/A                                                                                                                                           |
| Primer: Xbp1 (exon 2) reverse<br>CGTGAGTTTTCTCCCGTAAAAG | (Tavernier et al., 2017) | N/A                                                                                                                                           |
| Primer: Ywhaz forward<br>CTCTTGGCAGCTAATGGGCTT          | This Paper               | N/A                                                                                                                                           |
| Primer: Ywhaz reverse<br>GGAGGTGGCTGAGGATGGA            | This Paper               | N/A                                                                                                                                           |
| Primer: Sdha forward<br>TTTCAGAGACGGCCATGATCT           | This Paper               | N/A                                                                                                                                           |
| Primer: Sdha reverse<br>TGGGAATCCCACCCATGTT             | This Paper               | N/A                                                                                                                                           |
| Recombinant DNA                                         |                          |                                                                                                                                               |
|                                                         |                          |                                                                                                                                               |
| Software and algorithms                                 |                          |                                                                                                                                               |
| FlowJo™ Software v10                                    | BD Biosciences           | <a href="https://www.flowjo.com/solutions/flowjo/">https://www.flowjo.com/solutions/flowjo/</a> ;<br>RRID:SCR_008520                          |
| GraphPad Prism v9                                       | GraphPad                 | <a href="https://www.graphpad.com/">https://www.graphpad.com/</a> ;<br>RRID:SCR_002798                                                        |
| Trimmomatic v0.39                                       | Usadellab                | RRID:SCR_011848                                                                                                                               |
| FastQC v0.11.8                                          | Babraham Bioinformatics  | RRID:SCR_014583                                                                                                                               |
| STAR v2.7.3a                                            | STAR                     | RRID:SCR_004463                                                                                                                               |
| HTSeqCount v0.11.2                                      | HTSeq                    | RRID:SCR_005514                                                                                                                               |
| R Studio v2021.09.0 Build 351                           | R Studio                 | <a href="https://rstudio.com/">https://rstudio.com/</a> ;<br>RRID:SCR_000432                                                                  |
| R v4.1.1                                                | R Core Team (2020)       | <a href="http://www.r-project.org/">http://www.r-project.org/</a> ;<br>RRID:SCR_001905                                                        |
| R package: CytoML v2.4.0                                | (Finak et al., 2018)     | <a href="https://bioconductor.org/packages/release/bioc/html/CytoML.html">https://bioconductor.org/packages/release/bioc/html/CytoML.html</a> |
| R package: FlowWorkspace v4.4.0                         | (Finak and Jiang, 2021)  | RRID:SCR_001155                                                                                                                               |
| R package: FlowCore v2.4.0                              | (Ellis et al., 2021)     | RRID:SCR_002205                                                                                                                               |
| R package: Rtsne v0.15                                  | (Krijthe, 2015)          | RRID:SCR_016342                                                                                                                               |
| R package: DBSCAN v1.1.8                                | (Hahsler et al., 2019)   | <a href="https://cran.r-project.org/web/packages/dbscan/index.html">https://cran.r-project.org/web/packages/dbscan/index.html</a>             |
| R package: Limma v3.42.2                                | (Ritchie et al., 2015)   | RRID:SCR_010943                                                                                                                               |
| R package: EdgeR v3.28.0                                | (Robinson et al., 2010)  | RRID:SCR_012802                                                                                                                               |
| R package: pheatmap v1.0.12                             | (Kolde, 2019)            | RRID:SCR_016418                                                                                                                               |
| R package: ggplot2 v3.3.5                               | (Wickham, 2016)          | RRID:SCR_014601                                                                                                                               |
| R package: ClusterProfiler v4.0.5                       | (Wu et al., 2021)        | RRID:SCR_016884                                                                                                                               |

|             |            |                                                                                                            |
|-------------|------------|------------------------------------------------------------------------------------------------------------|
| qBase+ v3.2 | Biogazelle | <a href="http://www.biogazelle.com/qbaseplus">http://www.biogazelle.com/qbaseplus</a> ;<br>RRID:SCR_003370 |
| Other       |            |                                                                                                            |
|             |            |                                                                                                            |

## 2 Supplementary Figure Legends

### Supplementary Figure 1. Immune analysis of melanoma tumors derived from ERAI mice.

(A) t-SNE map as in figure 1A. Color gradient shows the expression of the indicated marker. (B) Dot plot showing marker expression across the different cell clusters identified as in figure 1A. Size of the dots represent the % of cells positive for that marker, while the color represents the mean fluorescence intensity. (C) Background signal from non-transgenic mice (WT) across the different cell clusters identified in figure 1A. Median fluorescence intensity is depicted with a “+” inside each violin plot. (D) Related to figure 1D. Histograms of VenusFP signal from manually gated immune populations from B16-F10-bearing WT and ERAI mice. (E) Quantification of VenusFP signal from manually gated immune populations from MC38 bearing ERAI mice. \*\*\*\*  $p < 0.0001$ , ANOVA and Tukey post-test.  $n=5$  ERAI mice, representative of two independent experiments. (F) Quantification of VenusFP signal from tumor and tumor draining lymph node migratory (mig) and resident (res) cDCs from tumor-bearing ERAI mice, or LN-resident cDCs from tumor-free ERAI mice. \*  $p < 0.05$ , \*\*\*\*  $p < 0.0001$ , ANOVA and Tukey post-test.  $n=3$  for tumor-free mice,  $n=5$  for tumor-bearing mice.

### Supplementary Figure 2. Gating strategy for tumor associated cDCs.

(A) Gating strategy for identification of immune infiltrated populations in tumors. Representative plots from B16-F10 melanoma tumor. (B) Gating strategy for identification of migratory (mig) and resident (res) cDC1s and cDC2s in tumor draining lymph node. Representative plots from B16-F10 melanoma.

### Supplementary Figure 3. Gene Set Enrichment Analysis of XBP1-deficient and IRE1/XBP1-deficient tumor cDC1s.

(A) Related to figure 2C. Upon Cre mediated recombination in XBP1<sup>fl/fl</sup> mice, a premature stop codon is introduced in the Xbp1 mRNA sequence, preventing the translation of a functional XBP1s protein. However, IRE1 RNase activity can still be monitored by determining Xbp1 mRNA splicing ratio. Scheme depicts *LoxP* sites and IRE1 splicing sites at *Xbp1* locus. 

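In the reference *Xbp1* transcript, the forward primer of the splicing assay matches exon 3 (transcript positions 718 to 737) and the reverse primer exon 4 (positions 869 to 888), a product of 171 bases. Both primers lie outside the floxed exon 2, so the product is made from recombined and intact transcripts alike. The reverse primer of the RT-qPCR assay for exon 2 matches exon 3 (positions 667 to 688). Its forward primer as printed in the resource table matches exon 2 (positions 613 to 631), a product of 76 bases, and as printed in the methods it has 0 matches in the transcript. The primers for *Ern1* match exon 19 (positions 2597 to 2616) and exon 20 (positions 2658 to 2678), a product of 82 bases that is lost when exon 20 is deleted.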

Primers for *Xbp1* splicing assay are also shown. (B) Related to figure 2D. Over representation analysis of DEGs over the Gene Ontology (GO) database. 

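The DEGs were set against the literature lists with Fisher's exact test, two-sided, over the 10951 genes tested. Of the 62 DEGs, 14 were among the 60 XBP1s targets, where chance gives 0.34 (odds ratio 68.5, Fisher's exact p = 1.03e-19). Among the 78 RIDD targets tested were 11, where chance gives 0.442 (odds ratio 34.8, Fisher's exact p = 4.38e-13). In 27 other settings the overlap ranged from 12 to 15 genes for the XBP1s targets and from 7 to 16 for the RIDD targets. The test over Gene Ontology terms was not repeated here.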

(C) Related to figure 2E. Gene Set Enrichment Analysis (GSEA) of WT vs XBP1<sup>ADC</sup> or WT vs XBP1<sup>ADC</sup>IRE1<sup>truncDC</sup> cDC1s using XBP1s- and RIDD-target gene sets from literature (37). (D) Related to figure 2F. GSEA of the “triglyceride biosynthetic process” gene set (GO: 0019432) in WT vs XBP1<sup>ADC</sup> cDC1s (left) or WT vs XBP1<sup>ADC</sup>IRE1<sup>truncDC</sup> cDC1s (right) showing not statistically significant enrichment (q-value > 0.05).

**Supplementary Figure 4. CD4<sup>+</sup> T cells in B78ChOVA-bearing XBP1<sup>ΔDC</sup>IRE1<sup>truncDC</sup> mice.**

Related to figure 3B-C. XBP1<sup>WT</sup>IRE1<sup>WT</sup> and XBP1<sup>ΔDC</sup>IRE1<sup>truncDC</sup> mice were implanted with B78ChOVA cells. **(A)** Frequencies of intratumoral CD4<sup>+</sup> T cells. **(B)** Frequencies of cytokine producing intratumoral CD4<sup>+</sup> T cells after *ex vivo* stimulation with PMA/Ionomycin in the presence of BFA. **(A-B)** n=9 mice (XBP1<sup>WT</sup>IRE1<sup>WT</sup>) or 11 mice (XBP1<sup>ΔDC</sup>IRE1<sup>truncDC</sup>), data pooled from three independent experiments, mean ± s.e.m.

**Supplementary Figure 5. Tumor growth and T cell profiles of MC38-bearing XBP1<sup>ΔDC</sup> mice.**

XBP1<sup>WT</sup> and XBP1<sup>ΔDC</sup> mice were implanted with MC38 cells. **(A)** Tumor growth curves monitored over a period of 15 days and boxplot of tumor volume at end point. n=12 (XBP1<sup>WT</sup>) or n=13 (XBP1<sup>ΔDC</sup>) mice per group. Pooled data from two independent experiments. **(B-C)** CD8<sup>+</sup> T cell (B) and CD4<sup>+</sup> T cell (F) frequencies and profiles in MC38 bearing XBP1<sup>WT</sup> and XBP1<sup>ΔDC</sup> mice. n=11 (XBP1<sup>WT</sup>) or n=13 (XBP1<sup>ΔDC</sup>) mice per group, pooled data from two independent experiments, mean ± s.e.m.

**Supplementary Figure 6. Immune cell profiling of B78ChOVA-bearing XBP1<sup>ΔDC</sup> mice.**

XBP1<sup>WT</sup> and XBP1<sup>ΔDC</sup> mice were implanted with B78ChOVA cells. **(A)** Cell counts for tumor immune infiltrate (CD45<sup>+</sup>). n=31 mice (XBP1<sup>WT</sup>) or 29 mice (XBP1<sup>ΔDC</sup>), pooled data from 8 independent experiments, mean ± s.e.m (left). Summary of mean frequencies of tumor lymphoid and myeloid populations. n=3-12 mice per group (right). **(B)** Tumor CD4<sup>+</sup> T cell, Treg (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup>) and Tconv (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>-</sup>) frequencies, and CD8<sup>+</sup> T/Treg ratio. n=8 mice per group, pooled data from two independent experiments, mean ± s.e.m. **(C)** Frequencies of cytokine producing tumor CD4<sup>+</sup> T cells after *ex vivo* stimulation with PMA/Ionomycin in the presence of BFA. \*p < 0.05, two-tailed Mann-Whitney test. n=18 mice (XBP1<sup>WT</sup>) or 17 mice (XBP1<sup>ΔDC</sup>), pooled data from 4 independent experiments, mean ± s.e.m. **(D)** Related to figure 3H. Representative histograms of different markers associated with exhausted CD8<sup>+</sup> T cells. Gated on CD3<sup>+</sup>CD8<sup>+</sup>PD-1<sup>+</sup>TCF-1<sup>+</sup> or CD3<sup>+</sup>CD8<sup>+</sup>PD-1<sup>+</sup>TIM-3<sup>+</sup> as shown in figure 3H. **(E-F)** H-2K<sup>b</sup>OVA<sub>257-264</sub> Tetramer<sup>+</sup> CD8<sup>+</sup> T cell frequencies in TdLN (E) or tumor (F). Fluorescence Minus One (FMO) and inguinal lymph nodes from tumor-free XBP1<sup>WT</sup> mice (no tumor) are shown as control. Gated on CD3<sup>+</sup>CD8<sup>+</sup> T cells. n=4 (TdLN tumor-free), n=6 mice per group (TdLN XBP1<sup>WT</sup> and XBP1<sup>ΔDC</sup>) or n=8 mice per group (tumor XBP1<sup>WT</sup> and XBP1<sup>ΔDC</sup>), pooled data from two independent experiments, mean ± s.e.m. **(G)** PD-L1 expression in tumor cDC1, cDC2 and TAM. n=4 mice per group, representative data from two independent experiments.

**Supplementary Figure 7. *In vitro* generated cDC1s from XBP1<sup>ΔDC</sup> mice produce normal levels IL-12 in response B78ChOVA lysate.**

Intracellular IL-12 expression of *in vitro* generated cDC1s (FLT3-L/OP9-DL1) (57) stimulated with B78ChOVA lysates. Gated on cDC1s (MHC-II<sup>+</sup> CD11c<sup>+</sup> CD8<sup>+</sup> CD11b<sup>-</sup>). \*p < 0.05, two-tailed Mann-

Whitney test. Each dot represents a biological replicate, n=5, data pooled from three independent experiments, mean  $\pm$  s.e.m.

**Supplementary Figure 8. Immune cell profiling of tumor-bearing  $\text{XBP1}^{\Delta\text{cDC1}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$  mice.**

**(A-B)** Frequencies of intratumoral cDC subsets from MC38-bearing  $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$  mice (A) or  $\text{XBP1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}$  mice (B). n=6 mice ( $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$ ), n=9 mice ( $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$ ), n=10 mice ( $\text{XBP1}^{\text{WT}}$ ) or n=7 mice ( $\text{XBP1}^{\Delta\text{cDC1}}$ ), pooled from 2 independent experiments, mean  $\pm$  s.e.m. **(C-D)** Real time quantitative PCR (RT-qPCR) analysis of *Ern1* exon 19-20 and *Xbp1* exon 2 in cDC1s sorted from MC38-bearing  $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$  mice (C) or  $\text{XBP1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}$  mice (D). RNA expression was normalized to housekeeping genes *Ywhaz* and *Sdha*. n=4 mice ( $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$ ), n=6 mice ( $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$ ), n=4 mice ( $\text{XBP1}^{\text{WT}}$ ) or n=2 mice ( $\text{XBP1}^{\Delta\text{cDC1}}$ ), \*\*\*  $p<0.001$ , \* $p<0.05$ , t-test. **(E)**  $\text{CD4}^+$  T cells frequencies and profiles from B16ChOVA-bearing (top) or MC38-bearing (bottom)  $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$  mice. n=4-8 mice ( $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$ ) or n=7-11 mice ( $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$ ), data pooled from two independent experiments, mean  $\pm$  s.e.m. **(F)**  $\text{CD4}^+$  T cells frequencies and profiles from B16ChOVA-bearing (top) or MC38-bearing (bottom)  $\text{XBP1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}$  mice. n=4-10 mice ( $\text{XBP1}^{\text{WT}}$ ) or n=8-11 mice ( $\text{XBP1}^{\Delta\text{cDC1}}$ ), data pooled from two independent experiments, mean  $\pm$  s.e.m. **(G)** PCR analysis of *Xbp1* splicing in intratumoral cDC1s isolated from MC38-bearing  $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}/\text{IRE1}^{\text{trunc-cDC1}}$  mice (top) or  $\text{XBP1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}$  mice (bottom). The lanes represent different mice. *Xbp1u*: *Xbp1* unspliced; *Xbp1s*: *Xbp1* spliced; *Actb*: beta actin. **(H)**  $\text{CD11c}$  expression by intratumoral cDC1s from MC38-bearing  $\text{XBP1}^{\text{WT}}\text{IRE1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}\text{IRE1}^{\text{trunc-cDC1}}$  mice (top) and  $\text{XBP1}^{\text{WT}}$  and  $\text{XBP1}^{\Delta\text{cDC1}}$  mice (bottom). n=4-5 mice per group, representative of two independent experiments, mean  $\pm$  s.e.m. \*  $p<0.05$ , Mann-Whitney test.

3     **Supplementary Figures**

**Supplementary Figure 1**

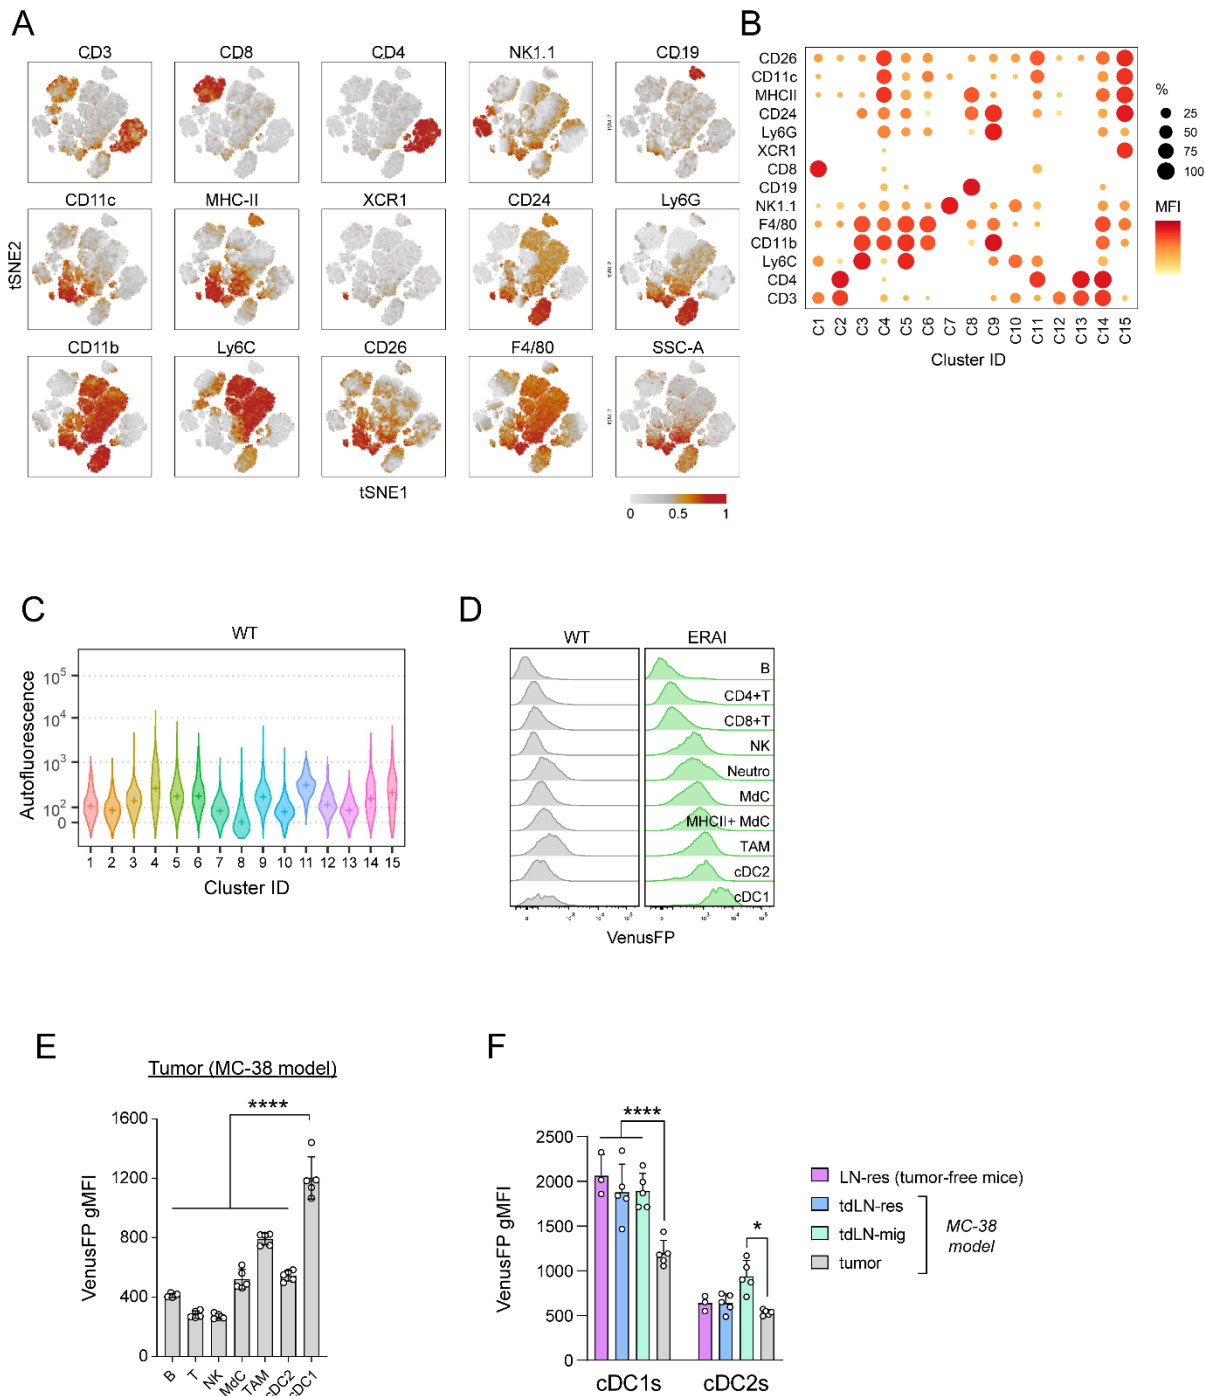

# Supplementary Figure 2

A

Tumor gating

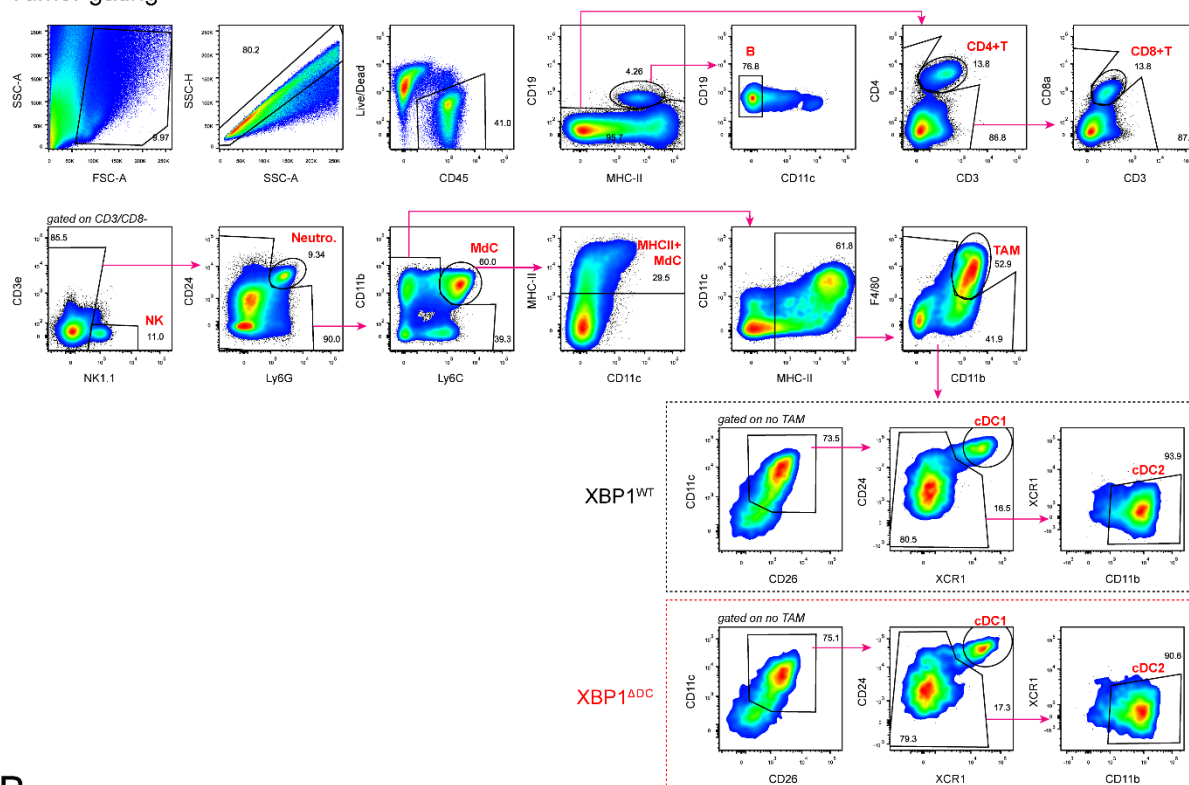

B

Tumor draining lymph node gating

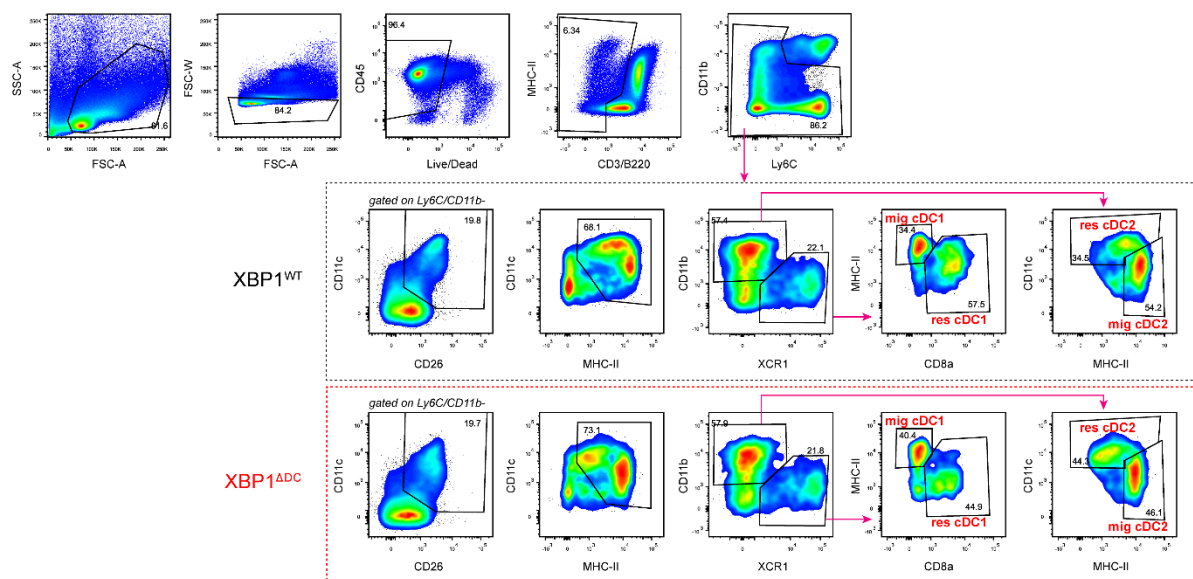

Supplementary Figure 3

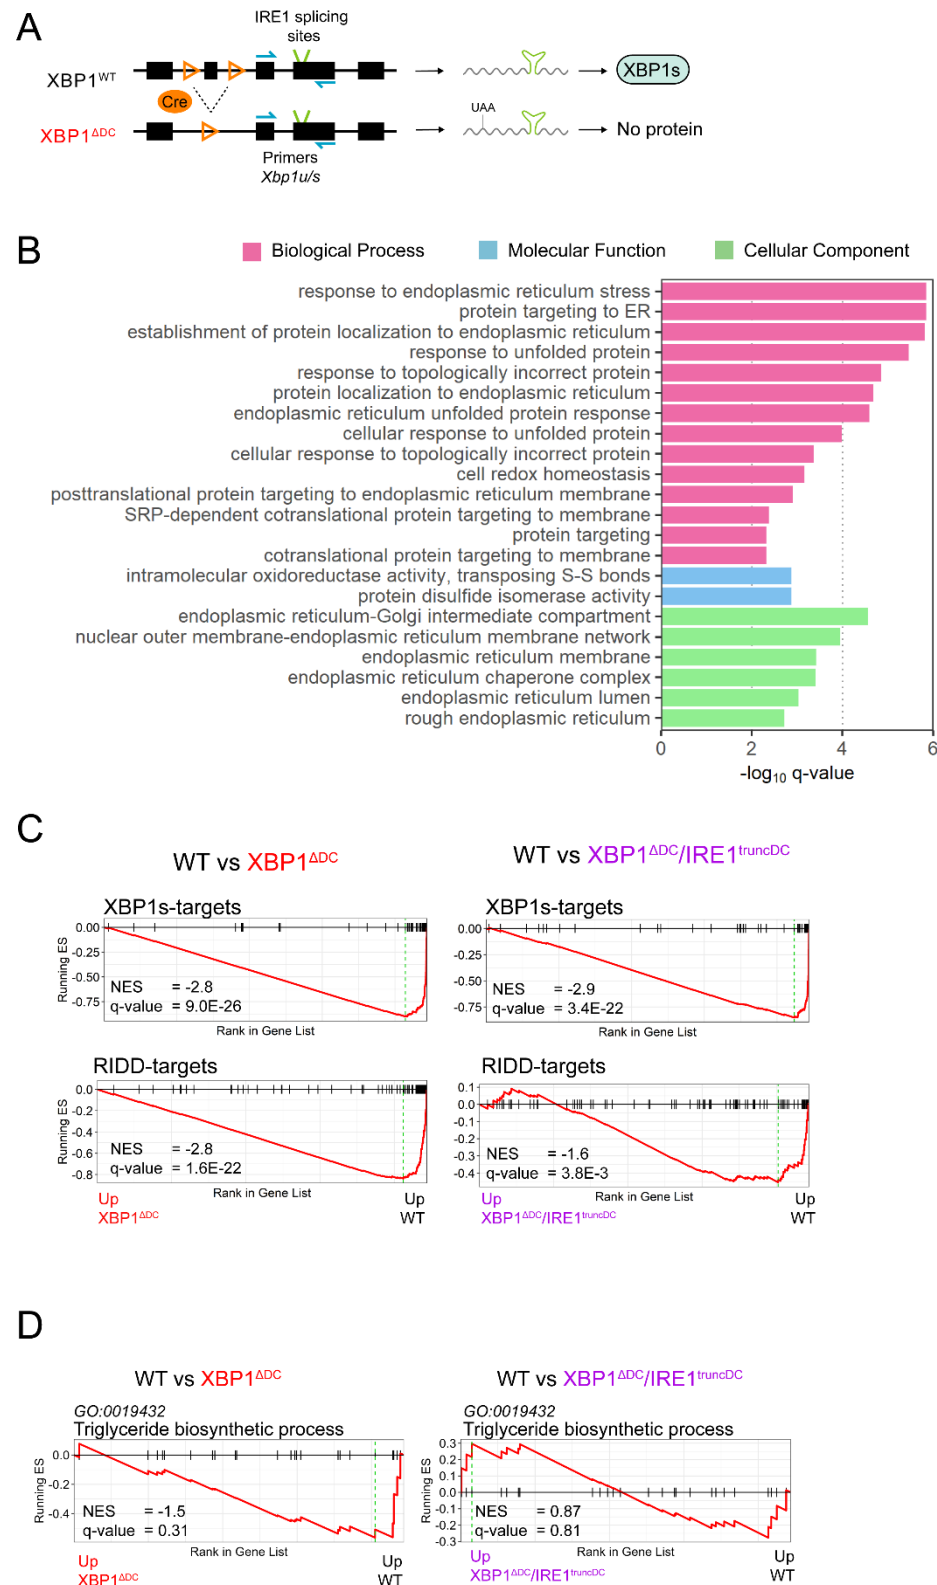

Supplementary Figure 4

A

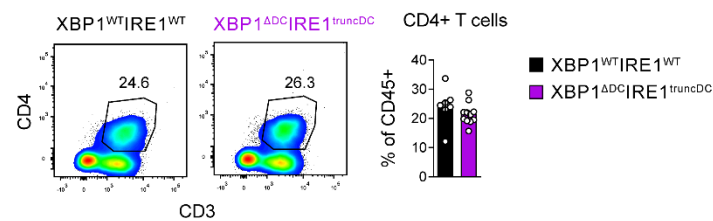

B

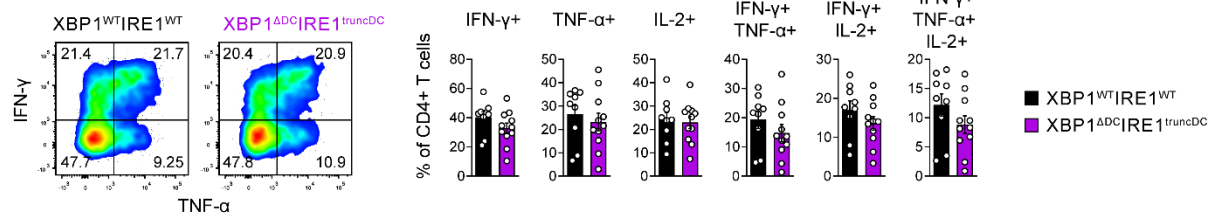

Supplementary Figure 5

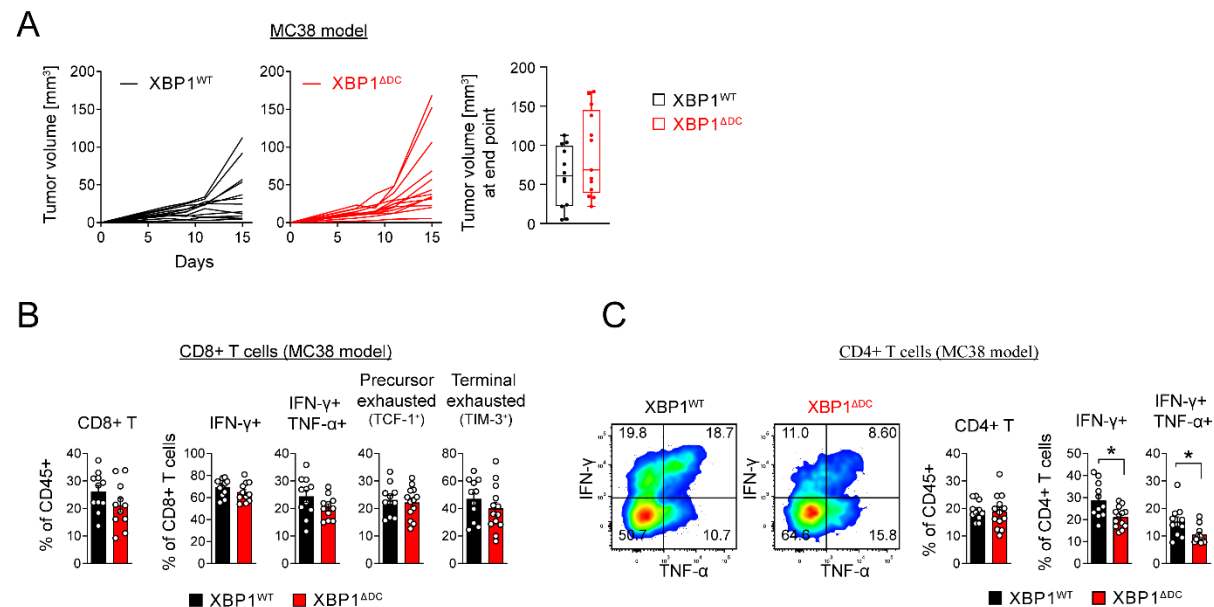

## Supplementary Figure 6

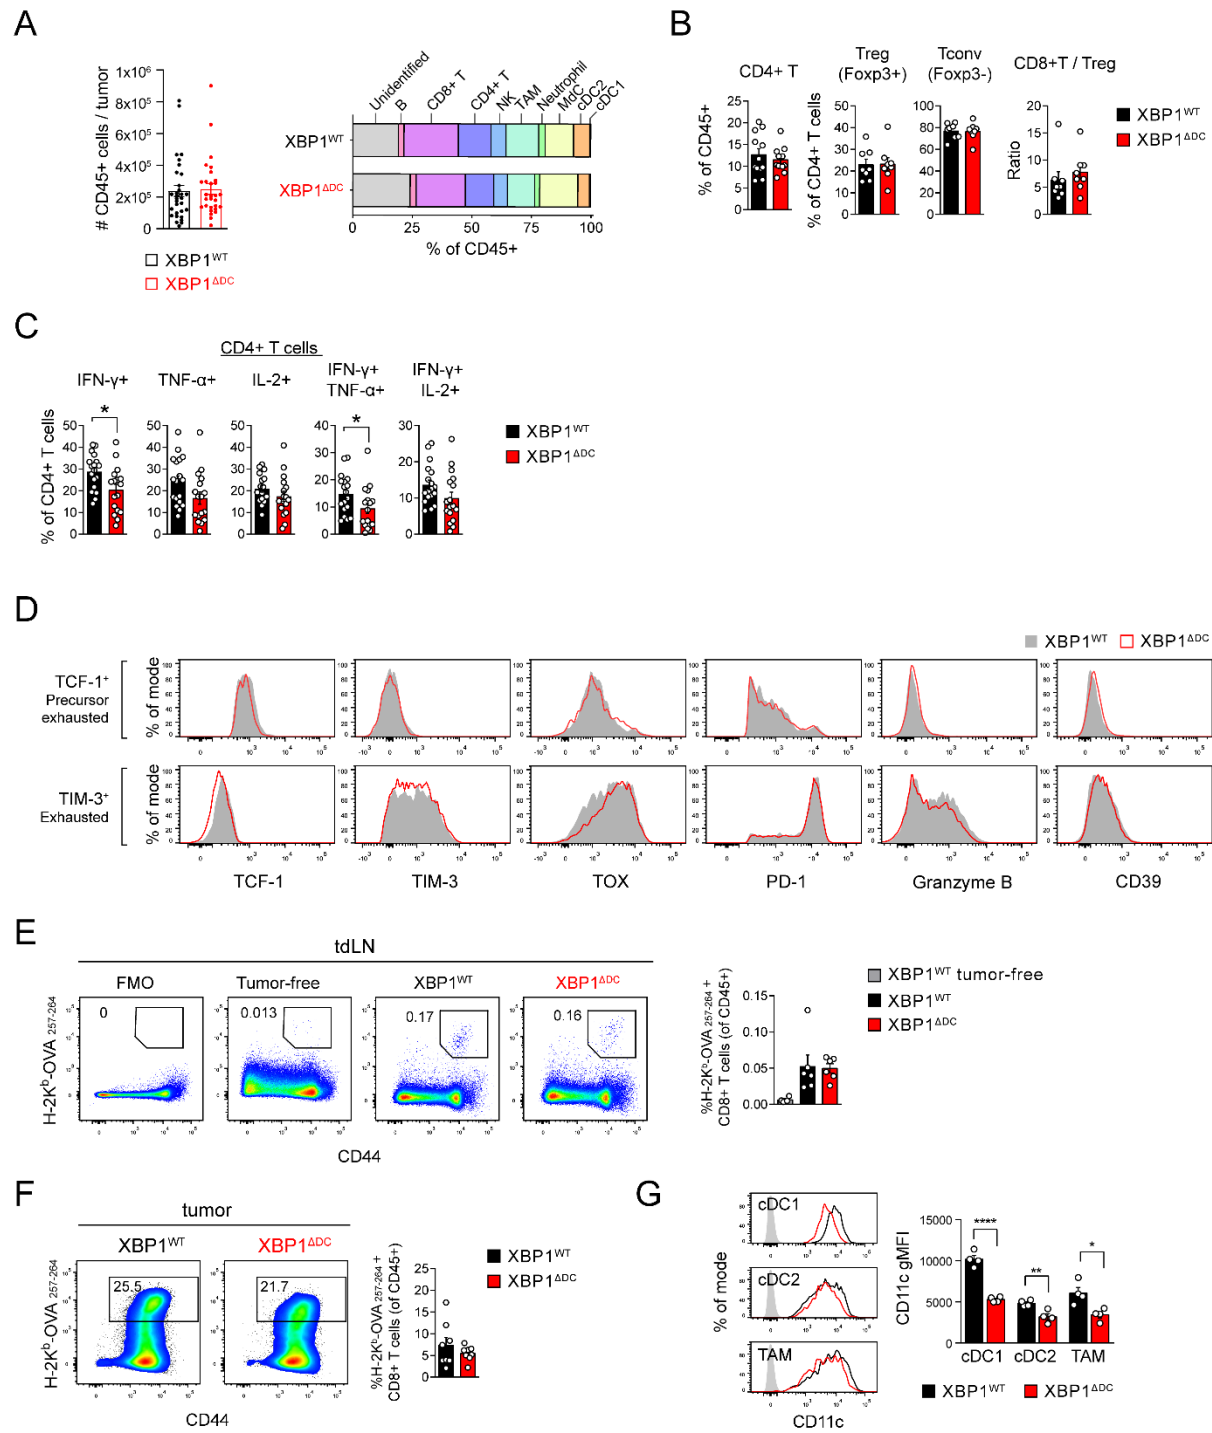

Supplementary Figure 7

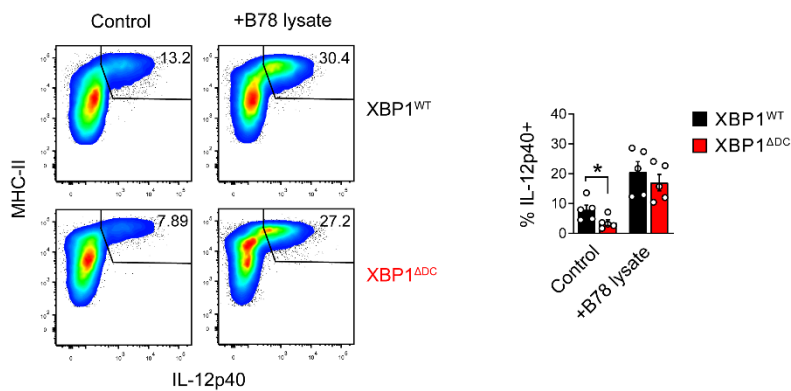

# Supplementary Figure 8

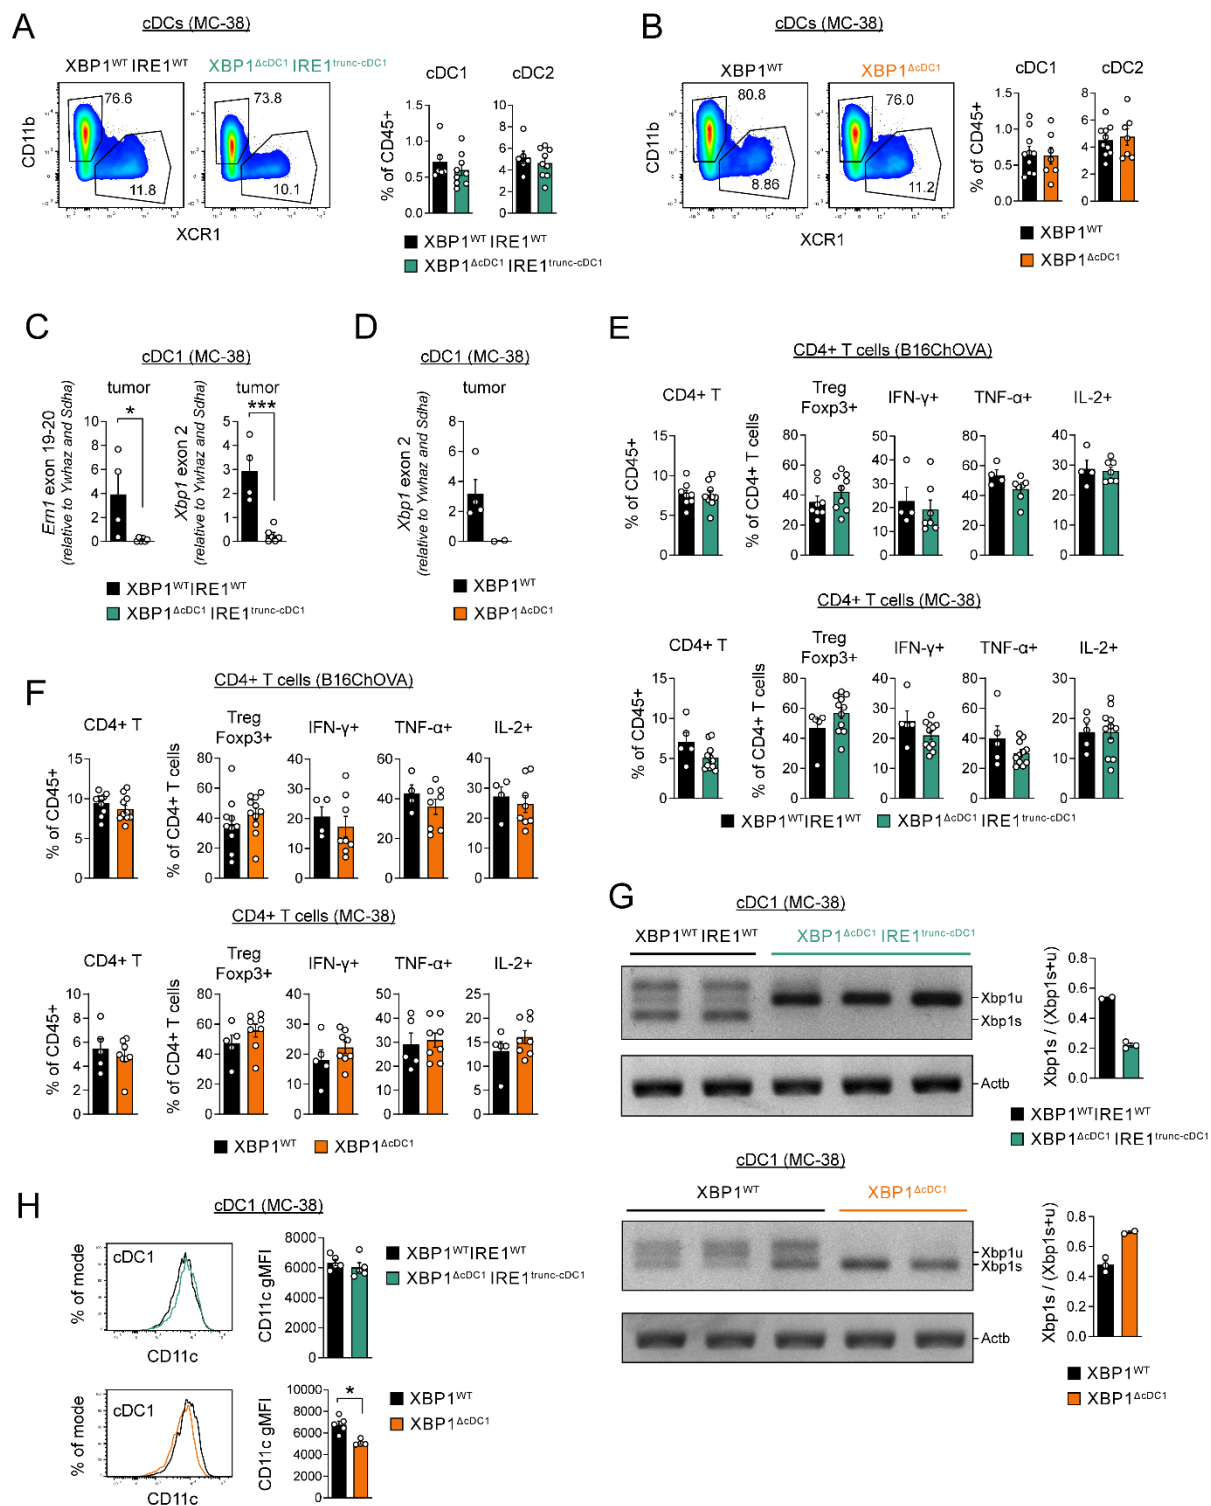

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

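The bulk RNA-seq data cover 11 pools of cDC1s sorted from B16 melanoma tumors, 4 of control, 4 of XBP1 ΔDC and 3 of XBP1 ΔDCIRE1 truncDC mice. The authors trimmed the single-end reads with Trimmomatic, aligned them with STAR and counted reads per gene with HTSeqCount, and the deposited count table holds these counts without normalization. The second deposited table holds log2 values that the authors normalized with limma. It was checked against the counts, and its values are the log2 CPM that voom gives after TMM scaling. The genome build and annotation behind the counts are not named in the paper's text. Coordinates, exons and primer positions given here are from GENCODE vM21 on GRCm38.

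Pools were grouped by genotype as the sample labels give it. The replicate numbers come from the same labels, and pools with the same number are different animals. Whether same-numbered pools deviate together was checked by correlating deviations from the group means. Sample totals, detected genes and the similarity of replicates were checked, and no pool was left out. Pools of a group differed by more than counting error, with a chi-square per degree of freedom of 21.2 to 67.5, so no pool is a copy of another.

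Counts were analysed in R 4.3.3 with edgeR 4.0.16, and genes above 1 CPM in at least 4 pools were kept. After TMM scaling, a quasi-likelihood model with the 3 genotypes was fitted (default settings, common dispersion 0.0473, prior degrees of freedom 4.68). The 3 pairwise comparisons were tested with Benjamini-Hochberg adjustment over all genes tested. DEGs had an adjusted p under 0.05 and a fold change above 1.5. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are normalized by TMM, and log2 CPM used a prior count of 2. In data simulated from these counts with 200 of 10951 genes changed, edgeR called 174 of the changed genes (87%) with 4 false calls, voom 169 with 3 and DESeq2 179 with 20. In a simulated comparison with no change they made 0, 0 and 1 calls. Every simulated change was well above the fold change limit of 1.5, so the 87% gives no rate for changes near that limit.

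GSEA used fgsea 1.28.0 with genes ranked by signed -log10 p, random seed 1 and the 3 lists of Supplementary Table 2. Its number of permutations was raised from the default of 1000 to 100000 after borderline values had been seen, because a call near 0.05 changed with the seed. The change also moved the triglyceride biosynthesis set in XBP1 ΔDC from above 0.05 to below it. Mean z-scores per pool were compared by exact permutation of all regroupings, with 0.0286 as the smallest p. Lists and DEGs were compared with Fisher's exact test. Alternatives used limma 3.58.1 and DESeq2 1.42.0. Positions and figures were made with python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

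The groups, comparisons, tests, thresholds, marker gene lists and most alternatives were set before the data were examined. Alternatives covered the test, the scaling, the filter, the pools in the fit, a replicate block, the GSEA ranking, the gene lists and leaving out each pool. An alternative among these, edgeR's older quasi-likelihood method, turned out to be the default of this version and so gave no separate result. Added after seeing the data were the newer method, a filter of 3 pools (also with voom), and covariates for melanoma and Y-linked transcripts. The 100000 permutations in fgsea were also set after seeing the data, with its default of 1000 kept as an alternative. A list of 14 interferon response genes was also added then. By a rule set in advance, genes named in the text are those the paper names for these cells, the 5 DEGs with the smallest p in each comparison, genes of Supplementary Table 1 whose call is discussed, and genes of the marker lists. Genes outside this rule (*Fgl2*, *Arf2*, *Cyb561*, 5 genes of the triglyceride set and 4 interferon-induced genes) were chosen after their values were seen. The Gene Ontology analysis and the flow cytometry, tumor growth and lipid data were not analysed here. A single-gene result from the test around *Cox6a2* is not reported. Depth was similar in all groups, and counts per gene cannot show cleavage of a transcript or the deletion of single exons.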

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

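The tests on *Cpne8* and on the single pool behind the PERK and ATF4 genes were chosen only after the results were seen.

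Of 80 groups of 4 pools checked for a pool far from the others, 3 had such a pool, where chance gives 4. *Erp44* was at 195.9 CPM in control replicate 4 and at 187 to 188 CPM in the other controls, a gap that is small beside the fall to 112 ± 3.65 CPM in XBP1 ΔDC (SD, n = 4). *Fam134c* was at 14.13 CPM in XBP1 ΔDC replicate 3 and at 18.0 to 18.6 CPM in the others, all below the lowest control at 33.6 CPM. *Cpne8* was at 1.048 CPM in XBP1 ΔDC replicate 4 and at 0.727 to 0.777 CPM in the others, values that rest on 17 to 27 counts. No biological explanation was tested for these pools, and their number is what chance gives.

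*Cpne8* was a DEG in XBP1 ΔDCIRE1 truncDC against control cDC1s (log2 fold change -2.92, standard error 0.506, adjusted p = 0.0288 from edgeR) but not in XBP1 ΔDC (-1.26, adjusted p = 0.350 from edgeR). In XBP1 ΔDCIRE1 truncDC against XBP1 ΔDC it was -1.66 (adjusted p = 0.551 from edgeR). Its call in XBP1 ΔDCIRE1 truncDC was lost in 14 of 26 alternatives. Strain background of the floxed *Ern1* line is a candidate explanation. Control replicate 4, the control with floxed *Ern1*, was at 1.16 CPM, between the other controls (2.12 to 2.44 CPM) and the XBP1 ΔDCIRE1 truncDC pools (0.156 to 0.326 CPM). The XBP1 ΔDC pools carry no floxed *Ern1*, and all lay below every control (0.727 to 1.05 CPM), a fall that this background does not account for. For the further fall in XBP1 ΔDCIRE1 truncDC, a single control pool cannot separate strain background from the loss of the IRE1 RNase.

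*Cox6a2*, which the paper does not discuss, rose in both lines. Its log2 fold change against control was 3.86 in XBP1 ΔDC (standard error 0.715, adjusted p = 0.0222 from edgeR) and 4.89 in XBP1 ΔDCIRE1 truncDC (standard error 0.739, adjusted p = 0.0105 from edgeR). Counts were 1 to 4 in controls, 20 to 48 in XBP1 ΔDC and 26 to 104 in XBP1 ΔDCIRE1 truncDC, so the size of the change is imprecise, and the calls were lost in 8 and 7 of 22 alternatives. The gene lies on chromosome 7 of GRCm38 (128205435 to 128206387) inside *Itgad* and near *Itgax*, whose promoter drives Cre, so extra gene copies carried with the transgene could raise it. Of 10 neighboring genes, 0 were higher in the 7 Cre-positive pools with an adjusted exact permutation p under 0.05. Unadjusted, 2 had p under 0.05, among them *Itgad* (difference 2.38, exact permutation p = 0.00909, adjusted 0.0500). That count rests on the adjustment, since 2 of the 10 had no counts in any pool and could not pass. Adjusted over genes with counts only, a choice made after the values were seen, *Itgad* passed (0.0409) and was the only neighbor of 8 to do so. Both adjustments included *Cox6a2* itself, whose rise prompted the test. This makes the adjusted p of *Itgad* smaller than over the neighbors alone, so no conclusion is drawn from the pass. *Itgad* overlaps *Cox6a2*, and whether the counting used strands is not named in the paper's text. Extra copies and overlapping reads cannot be told apart from an effect of XBP1 loss, since all pools of both lines carry Cre and no control does.

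*Asns* and *Trib3*, targets of the PERK and ATF4 branch that the paper does not discuss, were DEGs in XBP1 ΔDCIRE1 truncDC against control. Their log2 fold changes were 1.83 (standard error 0.334) and 2.55 (standard error 0.465), each with an adjusted p of 0.0396 from edgeR. In XBP1 ΔDC they were 1.47 (adjusted p = 0.0522 from edgeR) and 1.60 (adjusted p = 0.191 from edgeR). Neither differed between the lines (adjusted p = 0.973 and 0.938 from edgeR). XBP1 ΔDCIRE1 truncDC replicate 2 was highest, at 41.3 and 32.2 CPM, and without it the changes were 1.36 (adjusted p = 0.116 from edgeR) and 1.53 (adjusted p = 0.0812 from edgeR). Of 27 alternatives, 15 lost the call of *Asns* and 16 that of *Trib3*. Over 8 genes of this branch, the mean z-score rose by 1.47 in XBP1 ΔDCIRE1 truncDC (two-sided exact permutation p = 0.0571), with 7 of 8 genes higher than in control. In XBP1 ΔDC it rose by 0.96 (two-sided exact permutation p = 0.0571), with 8 of 8 genes higher than in control. Adjusted over the 8 genes alone, 4 had an edgeR p under 0.05 in XBP1 ΔDC and 6 in XBP1 ΔDCIRE1 truncDC. Without that pool it rose by 1.23 (exact permutation p = 0.133, where 0.0667 is the smallest possible), so the single pool does not account for the rise of the list. Activation of this branch in cells lacking XBP1 may account for it, as a hypothesis, since the mean z-score did not pass 0.05 in either line.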

How the results depend on the processing

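The covariates, the filter of 3 pools, the newer edgeR method and the rise from 1000 to 100000 permutations in fgsea were chosen only after the data were seen.

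The XBP1s-target scores against control (NES from -3.23 to -2.49 in XBP1 ΔDC and from -3.23 to -2.76 in XBP1 ΔDCIRE1 truncDC) and the RIDD-target scores in all comparisons kept their direction and their side of 0.05 under 30 alternatives each, except that the call for RIDD targets without shared genes in XBP1 ΔDCIRE1 truncDC changed with the seed. For RIDD targets, the NES lay between -3.06 and -2.44 in XBP1 ΔDC, between -2.07 and -1.42 in XBP1 ΔDCIRE1 truncDC (adjusted permutation p up to 0.0244, and 0.0489 without shared genes, which other seeds took to 0.0594) and between 2.58 and 3.02 in XBP1 ΔDCIRE1 truncDC against XBP1 ΔDC. Overlap of the DEGs with XBP1s targets ranged from 12 to 15 genes. RIDD targets among the DEGs dropped to 7 with the replicate block (Fisher's exact p = 2.19e-08). Under no scaling was the median log2 fold change of all genes farther than 0.0337 from 0.

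Counts of DEGs moved more. DESeq2 gave 95 in XBP1 ΔDCIRE1 truncDC against control, 36 between the lines and 155 in all. Without a fold change limit there were 98 in XBP1 ΔDC, 39 in XBP1 ΔDCIRE1 truncDC and 105 in all. The covariate for Y-linked transcripts gave 61 in XBP1 ΔDCIRE1 truncDC and 101 in all, and that for melanoma transcripts 4 between the lines. A fit of only the groups compared gave 15 in XBP1 ΔDCIRE1 truncDC. Across fits that each left out a pool, the counts ranged from 37 to 57 in XBP1 ΔDC, from 12 to 23 in XBP1 ΔDCIRE1 truncDC, from 4 to 10 between the lines and from 42 to 68 in all. Against control, same-numbered pools had a mean correlation of 0.0979 in XBP1 ΔDC and 0.00353 in XBP1 ΔDCIRE1 truncDC, and a replicate block gave 40 and 11 DEGs. Between the lines the block gave 3. The cause was not tested.

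The share of DEGs that were lower also depended on the test. With DESeq2 it was 85.3% in XBP1 ΔDC, 45.3% in XBP1 ΔDCIRE1 truncDC and 27.8% between the lines, against 94.4%, 69.6% and 0% with edgeR. Of the DEGs called by edgeR, DESeq2 shared 53, 21 and 8. In simulated data DESeq2 made 20 false calls where edgeR made 4. In the deposited data the cause was not tested.

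For the triglyceride biosynthesis set, the call in XBP1 ΔDC was not stable. Its NES and adjusted permutation p were -1.43 (0.118) with DESeq2, -1.497 (0.0505) with library size scaling, -1.47 (0.0536) with only the groups compared and -1.35 (0.108) with the block. They were -1.37 (0.103) and -1.42 (0.0768) with the melanoma and Y-linked covariates, -1.48 (0.0553) with the signed square root of F and -1.52 (0.0542) with 1000 permutations. Leaving out a pool gave -1.69 to -1.35. Adjusted p over all alternatives ranged from 0.00922 to 0.118. With 3 seeds, adjusted p was 0.0540 to 0.0557 at 1000 permutations and 0.0478 to 0.0483 at 100000. For RIDD targets without shared genes in XBP1 ΔDCIRE1 truncDC it was 0.0471 to 0.0594 at 1000 permutations, 0.0420 to 0.0504 at 10000 and 0.0482 to 0.0492 at 100000. The triglyceride call thus changed with the number of permutations at every seed, and the RIDD call changed with the seed at 1000 and at 10000. In XBP1 ΔDCIRE1 truncDC the score of the triglyceride set reversed to -0.868 with the Y-linked covariate, and ranged from -0.997 to 1.13 when a pool was left out. Between the lines it was 1.47 (0.0665) with DESeq2, 1.45 (0.0632) with voom, 1.49 (0.0527) with library size scaling, 1.437 (0.0648) with filterByExpr, 1.443 (0.0557) with genes of at least 1 count and 1.46 (0.0579) with voom and the filter of 3 pools. Leaving out a pool gave 1.23 to 1.86, and adjusted p over all alternatives ranged from 0.00169 to 0.187. The cause was not tested.

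Between the lines, the NES of XBP1s targets ranged from 1.37 to 2.03 when a pool was left out, with the lowest value without XBP1 ΔDCIRE1 truncDC replicate 2 (adjusted permutation p = 0.0906). The difference in their mean z-score, 0.30 (exact permutation p = 0.0286), kept its p in the other alternatives with a test, but was 0.17 with library size scaling (exact permutation p = 0.429) and 0.23 with the median z-score (exact permutation p = 0.0571). The cause was not tested.

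Among single genes, the log2 fold change of *Ern1* in XBP1 ΔDC ranged from -0.31 to 0.0095 when a pool was left out. *H2-K1* and *H2-D1* in XBP1 ΔDC turned to 0.0105 and 0.0031 with library size scaling, which also moved the median of all genes from 0.005 to 0.0337. They ranged from -0.14 to 0.0766 and from -0.13 to 0.0667 when a pool was left out. With the melanoma covariate, *Tapbp* and *H2-D1* in XBP1 ΔDCIRE1 truncDC turned to -0.00047 and -0.0237. None of these was a DEG under those settings, and the cause was not tested. Of the remaining single-gene results under alternatives, 1489 kept direction and side of the threshold, 108 were weaker and 26 stronger. The older edgeR method is the default used here and shows no stability.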

Differences from the paper's values

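The filter of 3 pools was chosen only after the values were seen.

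In XBP1 ΔDCIRE1 truncDC against control cDC1s, 23 genes were DEGs, against the paper's 15 in Supplementary Table 1. The paper's methods name edgeR, but Supplementary Table 1 has the columns that limma writes. Which test gave its calls, in this and the other comparisons, is therefore uncertain. Of 23 alternatives set before the data were examined, 15 gave a count within 1.5 times the paper's. These were limma-voom, filterByExpr, at least 10 counts in every pool, only the groups compared, the replicate block and every fit leaving out a pool but that without XBP1 ΔDCIRE1 truncDC replicate 2. DESeq2, edgeR's robust option, RLE factors, library size scaling, limma on the deposited values, genes with at least 1 count and no fold change limit did not. Of the paper's 15 genes, 14 were DEGs here, and 9 DEGs here are not in its table.

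Between XBP1 ΔDCIRE1 truncDC and XBP1 ΔDC, 8 genes were DEGs, against the paper's 4. Of 23 alternatives, 10 came within 1.5 times the paper's count. These were only the groups compared, the replicate block and the fits without control replicate 1, 2 or 3, XBP1 ΔDC replicate 1, 3 or 4, or XBP1 ΔDCIRE1 truncDC replicate 1 or 3. The other alternatives did not. All 4 of the paper's genes were DEGs here.

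The NES of RIDD targets in XBP1 ΔDC against control was -2.71, against the paper's value of about -2.8 in Supplementary Fig. 3C, read by eye. The spread over fits leaving out a pool served as the error. Of 24 alternatives, 1 came within it, the fit without control replicate 3. Those fits gave -2.786 to -2.711, a range that leaves out even the value here, -2.707. It is too narrow to judge a value read by eye, so no difference is concluded. Over all alternatives the NES ran from -3.06 to -2.44, on both sides of the paper's value.

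In XBP1 ΔDC against control, 44 of the paper's 47 DEGs were DEGs here, and 10 DEGs here are not in its table. *St3gal5*, which the paper calls lower, was short of the fold change limit here (log2 fold change -0.58). It was a DEG with limma-voom, limma on the deposited values, the replicate block and the fits without control replicate 1, 3 or 4 or XBP1 ΔDC replicate 2 or 4. Voom with the filter of 3 pools also called it, chosen after seeing the values. *Tmem220*, which the paper calls, had a log2 fold change of 1.33 (adjusted p = 0.301 from edgeR) and was called in 0 of 27 alternatives, while 834 genes had an unadjusted p under 0.05 in this comparison. *Ahrr*, which the paper calls in both lines against control, did not pass the filter of 4 pools and was not tested here. It was a DEG in both lines with the filter of 3 pools, and in XBP1 ΔDCIRE1 truncDC also with voom and that filter, both chosen after seeing the values.

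The paper states that the triglyceride biosynthesis set was not enriched. Here its adjusted permutation p in XBP1 ΔDC was 0.0478 with 100000 permutations, a number chosen after borderline values were seen. With fgsea's default of 1000 it was 0.0542. The range over all alternatives was 0.00922 to 0.118. The adjustment here ran over 3 lists. The paper ran GSEA with Gene Ontology terms or literature lists, so its adjustment for this set may cover more sets. The paper states that the decrease of RIDD targets was absent in XBP1 ΔDCIRE1 truncDC cDC1s. Here their NES in XBP1 ΔDCIRE1 truncDC was -1.67 (adjusted permutation p = 0.00266, at most 0.0244 over alternatives that kept the whole list). Without the genes shared with XBP1s targets it was 0.0489, and up to 0.0594 with other seeds and fewer permutations. The scores themselves do not differ. The paper's value is about -1.5 for the triglyceride set in XBP1 ΔDC in Supplementary Fig. 3D (here -1.5) and about -1.6 for RIDD targets in XBP1 ΔDCIRE1 truncDC in Supplementary Fig. 3C, both read by eye. Of the 12 named targets 10 were lower and 0 were DEGs, with 5 at an unadjusted p under 0.05, and the mean z-score difference of -0.27 did not pass 0.05 (exact permutation p = 0.171).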

Other observations

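The tests on *Cd274* and on the co-variation of melanoma transcripts were chosen only after the results were seen.

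Chance was weighed by splitting the pools of each comparison in other ways. Of the 8 splits that part as many same-numbered pairs as the real split, 1 gave as many DEGs in XBP1 ΔDC against control, the real split itself. In XBP1 ΔDCIRE1 truncDC against control it was also 1, and between the lines it was 2. The smallest share these 8 splits can give is 0.125. The other splits gave at most 0 and 2 DEGs against control. The 2 DEGs came from parting control replicates 1 to 3, without floxed *Ern1*, from control replicate 4 and the XBP1 ΔDCIRE1 truncDC pools, which carry it. That split follows the floxed line and is not random. The genes, *Arf2* and *Cyb561*, named after their values were seen, were higher without floxed *Ern1* (log2 fold change 2.73 and 3.07). Background of that line may also part the lines, since XBP1 ΔDC pools carry no floxed *Ern1*. Between the lines, a split of XBP1 ΔDC replicates 1 and 3 with XBP1 ΔDCIRE1 truncDC replicate 2 from the rest gave 21 DEGs, more than the 8 of the real split. Among them were the interferon-induced genes *Cxcl9*, *Iigp1*, *Igtp* and *Irgm1*, named after their values were seen. Of all 35 splits, which include those that keep same-numbered pools together, 1, 1 and 2 gave as many DEGs. Against control, the real split was thus the only split of 35 to do so in either line.

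GC content and transcript length were tested with 10000 random lists matched to each list by these features, drawn from the 50 nearest genes. In XBP1 ΔDC against control the median log2 fold change was -0.37 for XBP1s targets and -0.30 for RIDD targets, and in XBP1 ΔDCIRE1 truncDC it was -0.31 and -0.10. In each case the share of random lists as low was 1e-04, the smallest that 10000 lists can give, so these features do not account for the lower levels.

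RIDD targets share 9 genes with the XBP1s targets. Without these, the adjusted permutation p of RIDD targets in XBP1 ΔDCIRE1 truncDC against control was 0.0489, and other seeds and fewer permutations gave 0.0420 to 0.0594. Whether the shared genes account for the lower RIDD targets in XBP1 ΔDCIRE1 truncDC therefore stays open.

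RNA from tumor cells may enter sorted pools. With the level of melanoma transcripts as a covariate, 50 of the 54 DEGs in XBP1 ΔDC were still called, and 12 of the 23 in XBP1 ΔDCIRE1 truncDC. The level of 7 melanoma genes varied together across pools (mean pairwise r 0.508, permutation p = 1e-04, the smallest that 10000 permutations can give), on totals of only 142 to 1651 counts. Only 3 of the 7 passed the expression filter and entered a mean z-score. It differed from control by -0.03 in XBP1 ΔDC (exact permutation p = 1) and by -1.25 in XBP1 ΔDCIRE1 truncDC (exact permutation p = 0.171). RNA from tumor cells is a candidate explanation for this variation and cannot be told apart from genotype in XBP1 ΔDCIRE1 truncDC. With Y-linked transcripts as a covariate for the share of male mice, 53 of 54 DEGs in XBP1 ΔDC and 23 of 23 in XBP1 ΔDCIRE1 truncDC were still called.

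*Cd274* varied between pools in all groups. Across the 11 pools it followed the mean z-score of 8 genes of activated dendritic cells (r 0.886, permutation p = 0.00043, adjusted 8.6e-04; rank correlation 0.764). It also followed 14 interferon response genes (r 0.783, permutation p = 0.00483; rank correlation 0.709). Within groups the correlations were 0.803 and 0.691. Without the 2 farthest pools they were 0.736 (permutation p = 0.0236) and 0.684 (permutation p = 0.0414). The share of activated cells or the interferon response in a pool may underlie the variation of *Cd274*, and these cannot be told apart. All 8 activation genes were higher than control in both lines, with 2 at an unadjusted p under 0.05 in XBP1 ΔDC and 8 in XBP1 ΔDCIRE1 truncDC, and 0 DEGs. The difference in their mean z-score was 0.86 in XBP1 ΔDC (exact permutation p = 0.171), 1.51 in XBP1 ΔDCIRE1 truncDC (exact permutation p = 0.0857) and 0.65 between the lines (exact permutation p = 0.343).

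Between the lines, the triglyceride biosynthesis set had an NES of 1.56 (adjusted permutation p = 0.0299) and 1.80 with the replicate block (adjusted permutation p = 0.00319), where same-numbered pools had a mean correlation of -0.221. The alternatives gave adjusted p from 0.00169 to 0.187. Of its 24 genes, 0 were DEGs and 2 had an unadjusted p under 0.05, and the mean z-score difference was 0.33 (exact permutation p = 0.171). Explanations for this score were not tested.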
